# Loss of PPARα function promotes epigenetic dysregulation of lipid homeostasis driving ferroptosis and pyroptosis lipotoxicity in metabolic dysfunction associated Steatotic liver disease (MASLD)

**DOI:** 10.3389/fmmed.2023.1283170

**Published:** 2024-01-08

**Authors:** Claudia Theys, Tineke Vanderhaeghen, Evelien Van Dijck, Cedric Peleman, Anne Scheepers, Joe Ibrahim, Ligia Mateiu, Steven Timmermans, Tom Vanden Berghe, Sven M. Francque, Wim Van Hul, Claude Libert, Wim Vanden Berghe

**Keywords:** PPARα, MASLD, epigenetics, lipid metabolism, bile acid metabolism, NAFLD, ferroptosis, pyroptosis

## Abstract

Metabolic Dysfunction Associated Steatotic Liver Disease (MASLD) is a growing epidemic with an estimated prevalence of 20%–30% in Europe and the most common cause of chronic liver disease worldwide. The onset and progression of MASLD are orchestrated by an interplay of the metabolic environment with genetic and epigenetic factors. Emerging evidence suggests altered DNA methylation pattern as a major determinant of MASLD pathogenesis coinciding with progressive DNA hypermethylation and gene silencing of the liver-specific nuclear receptor PPARα, a key regulator of lipid metabolism. To investigate how PPARα loss of function contributes to epigenetic dysregulation in MASLD pathology, we studied DNA methylation changes in liver biopsies of WT and hepatocyte-specific PPARα KO mice, following a 6-week CDAHFD (choline-deficient, L-amino acid-defined, high-fat diet) or chow diet. Interestingly, genetic loss of PPARα function in hepatocyte-specific KO mice could be phenocopied by a 6-week CDAHFD diet in WT mice which promotes epigenetic silencing of PPARα function via DNA hypermethylation, similar to MASLD pathology. Remarkably, genetic and lipid diet-induced loss of PPARα function triggers compensatory activation of multiple lipid sensing transcription factors and epigenetic writer-eraser-reader proteins, which promotes the epigenetic transition from lipid metabolic stress towards ferroptosis and pyroptosis lipid hepatoxicity pathways associated with advanced MASLD. In conclusion, we show that PPARα function is essential to support lipid homeostasis and to suppress the epigenetic progression of ferroptosis-pyroptosis lipid damage associated pathways towards MASLD fibrosis.

## 1 Introduction

Non-alcoholic fatty liver disease (NAFLD), recently re-named and re-defined as Metabolic Dysfunction Associated Steatotic Liver Disease (MASLD) (Rinella et al., 2023), is a growing epidemic, paralleling the increase of obesity in western diet consuming countries. MASLD shares, in part, the common pathogenesis of metabolic syndrome including obesity, hyperlipidaemia, insulin resistance, mitochondrial damage, oxidative stress response, and the release of inflammatory cytokines. It has an estimated prevalence of 20%–30% in Europe and is the most common cause of chronic liver disease worldwide (Almeda-Valdés et al., 2009; Loomba and Sanyal, 2013; Younossi et al., 2016). MASLD consists of a spectrum of liver disorders ranging from isolated steatosis to Metabolic Dysfunction Associated Steatohepatitis (MASH) which predisposes patients to progressive fibrosis, cirrhosis and hepatocarcinoma but also extrahepatic diseases, especially cardiovascular diseases (Stepan et al., 2012; Chalasani et al., 2018). Dysregulation of insulin secretion and dyslipidaemia due to obesity and other lifestyle variables are the primary contributors to the establishment of MASLD. Although the prevalence keeps growing, there is still no FDA-approved treatment for MASLD. Therefore, with no drugs available, the mainstay of MASLD management remains lifestyle changes with exercise and dietary modifications (Vilar-Gomez et al., 2015; Romero-Gómez et al., 2017).

The onset and progression of MASLD are orchestrated by an interplay of metabolic environment with genetic and epigenetic (lifestyle, environment) factors (Tiffon, 2018; Juanola et al., 2021). An accumulating body of studies revealed progressive DNA methylation changes across different stages of MASLD pathogenesis, although the underlying mechanisms remain poorly understood (Ahrens et al., 2013; Murphy et al., 2013; Kitamoto et al., 2015; Zeybel et al., 2015; Hardy et al., 2017; Mwinyi et al., 2017; Wegermann et al., 2018; Lai et al., 2020). DNA methylation signatures that can affect gene expression are influenced by environmental and lifestyle experiences such as diet, obesity and physical activity and are reversible (Berger et al., 2009; Alegría-Torres et al., 2011; Tiffon, 2018). Hence, DNA methylation signatures and modifiers in MASLD may provide the basis for developing biomarkers indicating the onset and progression of MASLD and therapeutics for MASLD. More specifically, MASLD patients show global hepatic DNA hypomethylation in parallel with increasing hepatic inflammation grade, disease progression and increased hypermethylation of the promotor sequence of the nuclear receptor peroxisome proliferator-activated receptor-α (PPARα) gene (Francque et al., 2015; Li et al., 2018; Lai et al., 2020). Whether loss of PPARα function is a cause or consequence of epigenetic dysregulation in MASLD pathology requires further investigation.

PPARα is part of the PPAR nuclear receptor family that consists of three isoforms: PPARα, PPARβ and PPARγ. All three isoforms are involved in lipid metabolism, but are most abundantly expressed in liver, skeletal muscle and adipocytes respectively (Bugge and Mandrup, 2010; Francque et al., 2021). Since PPARα is abundantly expressed in the liver, known as a key regulator of lipid metabolism, and downregulated in MASLD patients correlating with the disease stage, several agonists have been therapeutically evaluated over the years (Francque et al., 2015; Kersten and Stienstra, 2017). However, PPARα agonists that only target PPARα failed to show convincingly positive results in clinical trials (Lange et al., 2022). Therefore, research is currently more shifting towards drugs targeting multiple therapeutic targets, i.e., pan-PPAR agonists (e.g., Lanifibranor), but also epigenetic modulators (e.g., vitamine E) (Remely et al., 2017; Boubia et al., 2018). Both have already shown promising results in clinical trials of MASLD patients, suggesting a crucial role for PPAR interplay with epigenetic control mechanisms in the development of MASLD (Remely et al., 2017; Boubia et al., 2018; Sumida and Yoneda, 2018). Indeed, recent papers demonstrate significant demethylation of PPARα target metabolic genes upon activation of PPARα (Ehara et al., 2015; Hashimot et al., 2018; Yuan et al., 2018; Moody et al., 2019). Besides, PPARα interactions with epigenetic enzymes have already been identified in different tissues including liver and colon (Hervouet et al., 2010; Luo et al., 2019; Aibara et al., 2022). To further characterize epigenetic “driver” or “passenger” functions of PPARα in MASLD, we compared genome-wide DNA methylation and transcriptome changes in livers of wild type (WT) and hepatocyte-specific PPARα knock out (KO) mice, receiving control chow diet versus MASLD promoting high fat diet (CDAHFD). Characterisation of genome-wide DNA methylation and gene expression changes might provide new insights in PPARα-dependent (epigenetic driver) versus independent (epigenetic passenger) functions, with potential clinical relevance in precision medicine for disease management and staging of MASLD progression.

## 2 Materials and methods

### 2.1 Mouse model

PPARα KO C57BL/6J (PPARa^fl/fl^ AlbuminCre^Tg/+^) mice and WT C57BL/6J (PPARa^fl/fl^ AlbuminCre^+/+^) mice (IRC-VIB, UGent) were housed in a temperature‐controlled, specific pathogen free (SPF) air‐conditioned animal house with 14/10h light/dark cycles and received food and water *ad libitum*. 7-week old male hepatocyte-specific PPARα KO and WT mice were fed either a chow diet (normal standard diet, containing 9% energy from fat, 58% from carbohydrates, and 33% from protein) or a CDAHFD (choline-deficient L-amino acid defined high-fat diet, A06071302, New Brunswick, NJ United States, containing 62% energy from fat, 20% from carbohydrates, and 18% from protein) for 6 weeks *ad libitum* creating 4 different treatment groups. At 13 weeks, the mice were sacrificed by cervical dislocation after anaesthesia with ketamine and xylazine diluted in phosphate-buffered saline (PBS) (2:2:6). Liver samples were immediately snap frozen and stored at −80°C for further analysis. The animal experiments were approved by the institutional ethics committee for animal welfare of the Faculty of Sciences, Ghent University, Belgium (EC2021-071).

### 2.2 Histology

The liver was excised from euthanized mice and washed in PBS. Excised liver was fixed in 4% paraformaldehyde overnight at 4°C, dehydrated and embedded in paraffin. The excised tissue sections of 5 μm were cut and stained with haematoxylin-eosin (H&E) using standard protocols. Liver sections were also stained using Masson’s Trichrome staining kit (HT15, Sigma-Aldrich), following the manufacturer’s protocol. In short, liver slices were deparaffinized and hydrated using BIDI. Next, the liver slices were treated with the mordant preheated Bouin’s solution for 30 min at 60°C. Then, the slices were washed and stained with Weigert’s iron haematoxylin at room temperature. After washing and rinsing, the liver slices were stained with Biebrich Scarlet-Acid Fuchsin. After rinsing the tissue slices, the slices were put in a Phosphotungstic/phosphomolybdic Acid solution followed by an Aniline Blue solution and 1% acetic acid. Finally, the liver slices were dipped once in 70% ethanol and 90% ethanol followed by washing the liver slices with 100% ethanol and xylene before mounting the liver slices.

### 2.3 RNA extraction

Total RNA was extracted from the livers of the mice after tissue disruption with the TissueRuptor (Qiagen) with the RNeasy kit (Qiagen, 75162), according to the manufacturer’s protocol. Afterwards RNA quantity was determined using Qubit^TM^ RNA Broad Range Assay kit with the aid of the Invitrogen Qubit^TM^ Fluorometer (Thermo Fisher Scientific, United States). The extracted RNA was stored at −80°C until further analysis.

### 2.4 RNA sequencing

Total isolated RNA of the livers of 3 mice of each treatment group were sent to Novogene Leading Edge Genomic Services & Solutions for RNA sequencing analysis on the Novaseq6000 platform. In brief, messenger RNA was purified from total RNA using poly-T oligo-attached magnetic beads. After fragmentation, the first strand cDNA was synthesized using random hexamer primers, followed by the second strand cDNA synthesis and library construction. The library was checked with Qubit and real-time PCR for quantification and bioanalyzer for size distribution detection. Quantified libraries were pooled and sequenced on Illumina platforms, according to effective library concentration and data amount. The quality of the raw sequencing reads was evaluated using FastQC (v0.11.5) (Andrews, 2020) and subsequent alignment to genome reference consortium mouse build 38 (GRCm38) was performed with the STAR (v.2.7.3a) tool (Dobin et al., 2013). Differential gene expression and pathway analysis were performed using DESeq2 R package software (Love et al., 2014) and the Omics Playground tool (v2.8.12) platform, which was also used for further visualisation. RNA sequencing was validated by qPCR and deposited in the NCBI GEO database with accession number GSE238201.

### 2.5 Quantitative polymerase chain reaction (qPCR)

After RNA extraction, total RNA was converted into cDNA with the iScript^TM^ cDNA Synthesis Kit (BioRad, 1708890) according to the manufacturer’s protocol. Next, qPCR analysis was performed using the PowerUp SYBR^TM^ green PCR master mix (Thermo Fisher Scientific, United States) according to the manufacturer’s instructions. In brief, a 20 µL reaction volume mix per sample was prepared containing 10 µL PowerUp SYBR Green Master Mix, 0.4 µM forward and reverse primer (Supplementary Table S1), and nuclease-free water. The following PCR program was applied on the Rotor-Gene Q qPCR machine of Qiagen: 50°C for 2 min, 95°C for 2 min, 40 cycles denaturation (95°C, 15 s) and annealing/extension (60°C, 1 min), and dissociation (60°C–95°C). Each sample was run in triplicate. The mean value of the triplicates was taken to calculate the ΔΔCt-values using GAPDH and YWHAZ as the normalisation genes. PPARα and DNMT1 primer sequences (Supplementary Table S1) were designed by Primer3 and synthesized by Integrated DNA Technologies (IDT, United States). Statistical analysis was carried out using a One-Way ANOVA test with Tukey’s correction for multiple comparisons. *p*-value < 0.05 was considered statistically significant.

### 2.6 Protein extraction and western immunoblot analysis

For western blot analysis, liver tissue was disrupted with the TissueRuptor (Qiagen). Next, cells were lysed in 0.5 mL 1x RIPA lysis buffer (150 mM NaCl, 0.1% Triton x-100, 0.1% SDS, 50 mM Tris-HCl pH 8 supplemented with protease inhibitor cocktail (Sigma-Aldrich, Germany)) on ice for 15 min. Afterwards cells were briefly sonicated and centrifugated at 13,000 rpm for 15 min at 4°C. Next, supernatant with soluble protein extract was transferred to new Eppendorf tubes and used for protein quantification with Pierce™ BCA Protein Assay Kit (Thermo Fisher Scientific, United States). After protein extraction, SDS-PAGE was performed to separate proteins on a 6%–12% gradient Bis-Tris gel. First, samples were mixed with Laemmli buffer (Biorad, United States) and 50 mM 1,4- dithiothreitol (DTT) and then heated at 70°C for 10 min to denaturate the protein. Afterwards, both the samples and protein ladder (BenchMark™ Protein Ladder, Thermo Fisher Scientific, United States) were loaded on the Bis-Tris gel at a protein concentration of 10 µg/well (PPARα, DNMT1, NRF2), 20µg/well (ACSM2A, SLC27A2, CYP7B1, CPT1A) or 100µg/well (Caspase-1 and NLRP3). Electrophoresis was performed in a Mini-PROTEAN Tetra Cell System (Biorad, United States) using a high molecular weight buffer (100 mM MOPS, 100 mM Tris, 0.2% SDS, 2 mM EDTA, 5 mM sodium bisulphite). Afterwards, the proteins were transferred to pre-wet nitrocellulose membranes (Cytiva, United States) for 1 h at 4°C on 250 mA. After blocking the membranes in 5% milk/TBST blocking buffer for 1 h at room temperature, the primary antibodies anti-PPARα (Abcam, #ab126285), anti-DNMT1 (Imgenex, #60B1220.2), anti-NLRP3 (Bio-connect, #AG-20B-0014-C100), anti-Caspase-1 (Bio-connect, AG-20B-0048-C100), anti-NRF2 (Proteintech, #16396-1-AP), anti-CYP7B1 (ProteinTech, #24889-1-AP) and anti-ACSM2A (ProteinTech, #22862-1-AP) were diluted 1:1000; anti-SLC27A2 (ProteinTech, #14048-1-AP) was diluted 1:2000; and anti-CPT1A (ProteinTech, #15184-1-AP) was diltuded 1:4000 in the blocking buffer and incubated overnight at 4°C. The next day, membranes were washed three times with TBST and incubated with HRP-conjugated anti-rabbit secondary antibody (PPARα, DNMT1 and NRF2) or HRP-conjugated anti-mouse secondary antibody (NLRP3 and Caspase-1) diluted in blocking buffer (1:2000) for 1 h at room temperature. Anti-GAPDH antibody (Bioké #5174S, diluted 1:1000) in blocking buffer was used as loading control. Protein detection was performed on the Amarshan imager 680 (Cytiva, United States) using SuperSignal™ West Pico PLUS Chemiluminescent Substrate (Thermo Fisher Scientific, 34577) and quantified using ImageJ software. Statistical analysis was carried out using a One-Way ANOVA test with Tukey’s correction for multiple comparisons. *p*-value < 0.05 was considered statistically significant.

### 2.7 Lipid peroxidation-MDA assay

Liver tissue was disrupted with the TissueLyser II (Qiagen) on 20Hz for 5 min at 4°C in 1 mL PBS. Afterwards 100 µL of the tissue lysate was pipetted in a 96 well plate for MDA quantification and the remaining sample was used for further protein quantification with the Pierce™ BCA Protein Assay Kit (Thermo Fisher Scientific, United States) according to the manufacturer’s protocol. At the same time, a 1:2 serial dilution of 1,1,3,3-tetramethoxypropane (0–20 µM) in MiliQ was made to form a standard curve of MDA under acidic conditions. Subsequently, a working solutions consisting of 0.5 mg N-methyl phenyl indol (NMPI), 0.2 mL Acetonnitrile and 0.08 mL Methanol was added per 100 µL of sample or standard. Afterwards, 75 µL of 37% chloric acid was added to the reaction and the samples were incubated for 45min at 70°C. Next, the reaction was stopped by a centrifugation for 10min at 15000rpm at 4°C and the amount of carbocyanine dye formed during this reaction of MDA with NMPI, was measured at 595 nm using the 2103 EnVision™ Multilabel Plate Reader (Perkin Elmer, United States). The final concentration of MDA was further corrected for protein concentration. Statistical analysis was carried out using a One-Way ANOVA test with Dunnett’s correction for multiple comparisons. *p*-value < 0.05 was considered statistically significant.

### 2.8 Methylation analysis

Whole-genome methylation profiling was performed on the livers of 3 mice of each treatment group using the Infinium Mouse Methylation BeadChip array (Illumina, San Diego, CA, United States) at the Centre for Medical Genetics (Antwerp University Hospital (UZA), University of Antwerp). Genomic DNA (gDNA) was extracted from the livers using the Dneasy Blood & Tissue Kit (Qiagen, 69504, Courtaboeuf, France) according to the manufacturer’s protocol. DNA concentration and purity were determined by the Qubit 4 Fluorometer (Thermo Fisher Scientific, Q33238). Next, 750 ng DNA was bisulphite converted with the EZ DNA Methylation Kit (Zymo Research, D5001/D5002, Irvine, CA, United States) according to the manufacturer’s instructions. Successful bisulphite conversion was confirmed by PCR with the PyroMark PCR kit (Qiagen) in a region of the Line1 gene (Supplementary Table S2). The resulting PCR products were run on a 2% agarose gel. This converted DNA was then further hybridized with the Illumina Infinium Mouse Methylation BeadChip (Illumina, San Diego, CA, United States) according to the manufacturer’s instructions. In brief, converted DNA was amplified overnight and fragmented enzymatically. Precipitated DNA was resuspended in hybridisation buffer and dispended onto the BeadChips. The hybridisation procedure was performed at 48°C overnight using an Illumina Hybridisation oven. After hybridisation, free DNA was washed away, and single nucleotide extension followed by fluorescent readout was performed. The BeadChips were imaged using an Illumina iScan (Illumina, San Diego, CA, United States). The platform interrogates more than 285,000 methylation sites per sample at single-nucleotide resolution. Annotations for the interrogated sites were taken from Illumina’s BeadChip array manifest based on genome build mm10. Raw intensity data from IDAT files was read and processed in R (v. 4.2.0) via the Enmix package and beta values were normalised with the Enmix D method (Xu et al., 2016). Data pre-processing consisted of masking probes with poor design, control probes, and non-cg and non-ch probes. Detection *p*-values were inferred using SeSAMe’s pOOBAH (*p*-value with out-of-band array hybridization) algorithm. Probes with detection *p*-values > 0.01 or more than 10% of NA values were filtered out. No samples had more than 10% missing values, thus all were considered for further analysis. Further probe-type bias adjustment was applied with the Regression on Correlated Probes method (Niu et al., 2016). The difference in signal intensity between the two-colour channels (dye bias correction) was corrected for using a flexible exponential-normal mixture distribution model. Background correction was done using the Out-Of-Band algorithm. To identify significantly differentially methylated CpGs between the different groups of mice, the Wilcoxon rank-sum test with a Bonferroni correction (*p* < 0.01) for the total amount of CpGs in the Mouse Methylation BeadChip was used. Further Metascape pathway analysis of genes with a delta beta (DB) > |0.1| and FDR <0.05 was performed with the online Metascape Web tool (Zhou et al., 2019). Methylation data was deposited in the NCBI GEO database with accession number GSE238173.

### 2.9 Pyrosequencing analysis

Pyrosequencing was used to validate methylation of the RETSAT and Eci1 promotor identified by BeadChip analysis. The sequences of the promotor region of the RETSAT and Eci1 gene were retrieved from the Ensemble website (http://genome.ucsc.edu/). Primers were designed based on this sequence and the PyroMark Assay Design Software 2.0.2. (Qiagen) (Supplementary Table S1). Genomic DNA (gDNA) was extracted from the livers using the Dneasy Blood & Tissue Kit (Qiagen, 69504, Courtaboeuf, France) according to the manufacturer’s protocol. DNA concentration and purity was determined by the Qubit 4 Fluorometer (Thermo Fisher Scientific, Q33238). Next, 750 ng DNA was bisulphite converted with the EZ DNA Methylation Kit (Zymo Research, D5001/D5002, Irvine, CA, United States) according to the manufacturer’s instructions. Successful bisulphite conversion was confirmed by PCR with the PyroMark PCR kit (Qiagen) in a region of the Line1 gene (Supplementary Table S2). The resulting PCR products were run on a 2% agarose gel. After successful bisulphite conversion, a PCR was performed with the PyroMark PCR kit (Qiagen) and a forward and biotinylated reverse primer specific to a cytosine in the promotor region of the RETSAT and Eci1 gene. Afterwards 20 µL of this biotinylated product was further used for pyrosequencing using the PyroMark Q24 system (Qiagen) and PyroMark Q24 advanced reagent kit (Qiagen) in combination with a sequencing primer covering 1 CpG according to the manufacturer’s protocol. Analysis was performed using the Pyromark Q24 Advanced software (version 3.0) for detection and quantification of methylation patterns in the target regions. The only values that were reported to be technically reliable by the PyroMark Q24 Software 2.0.8 (Qiagen) were used for statistical analysis. The One-Way ANOVA was performed to assess differential methylation of RETSAT and Eci1 gene between different treatment groups.

## 3 Results

### 3.1 Hepatocyte-specific PPARα KO and high fat diet disrupt bile and fatty acid metabolism and promote MASLD/MASH like gene expression signatures and histopathology features

PPARα, a key player of lipid metabolism and energy homeostasis, is typically downregulated in the livers of MASLD patients (Francque et al., 2015). To characterize the functional role of PPARα in MASLD development, we studied a hepatocyte-specific PPARα KO mouse model following a 6-week CDAHFD (HFD) to simulate liver pathological properties of a prolonged western diet. First, lack of PPARα expression in PPARα KO liver samples was confirmed at the RNA and protein level by qPCR and western blot analysis, respectively (Figures 1A, B). QPCR and western analysis clearly confirm lack of significant PPARα expression in PPARα KO liver samples as expected (some background *Ppara* mRNA residual transcription may originate from traces of non-hepatocytes (mainly from stellate cells) present in the liver biopsies (Gonzalez-Sanchez et al., 2017)). Interestingly, RNAseq transcriptome profiling revealed high similarities in transcription profiles of PPARα KO mice on chow diet versus WT mice following 6-week CDAHFD diet. This suggests that a CDAHFD partially phenocopies loss of hepatocyte function of PPARα, closely resembling a genetic PPARα KO approach (Figure 1C; Supplementary Figure S1). 

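Liver RNA of 12 mice was sequenced after 6 weeks of diet in poly-A selected, non-directional libraries. WT mice on chow diet (WT chow) gave 4 libraries and WT mice on CDAHFD (WT CDAHFD) gave 3. Hepatocyte-specific PPARα KO mice on chow diet (KO chow) gave 2 libraries and KO mice on CDAHFD (KO CDAHFD) gave 3, while the paper's number is 3 mice per treatment group. CDAHFD is a choline-deficient diet with defined amino acids and a high fat content. The authors aligned the reads to GRCm38 with STAR and deposited the number of reads counted on each Ensembl gene, without normalization. The paper's text does not name the counting program, the annotation release or a threshold for differential expression. Total counts per library ran from 29906785 to 40544457 in WT chow (median 34833671) and from 40071946 to 43551003 in WT CDAHFD (median 43543823). They were 35475528 and 40201211 in KO chow, and ran from 33138414 to 34794822 in KO CDAHFD (median 33442725). A gene with no count can hold up to 3 counts in a library of this size, and that limit covers counting error only. Of the 55357 genes in the table, 17358 passed edgeR's filter on low counts and were tested. Counts were normalized by edgeR's TMM method and are given as CPM. A quasi-likelihood model with a mean for each group was fitted over the 12 libraries, with Benjamini-Hochberg adjustment over all genes tested, and genes with an adjusted p under 0.05 are called differentially expressed. The labels name no sequencing batch, so a batch that coincides with a group cannot be separated from it. Ppara (ENSMUSG00000022383, chromosome 15 from 85734983 to 85802819) had 120.1, 96.2, 237.8 and 226.1 CPM in the WT chow libraries and 59.5, 75.5 and 73.5 CPM in the WT CDAHFD libraries. It had 14.4 and 38.7 CPM in the KO chow libraries and 36.3, 20.7 and 51.9 CPM in the KO CDAHFD libraries, from 530 to 2183 counts. The group values were 170.1 ± 72.3 (SD, n = 4), 69.5 ± 8.75 (SD, n = 3), 26.5 ± 17.1 (SD, n = 2) and 36.3 ± 15.6 CPM (SD, n = 3), in the same order. Relative to WT chow, the log2 fold change was -2.68 (standard error (SE) 0.50, adjusted p = 0.00111 from edgeR's quasi-likelihood test) in KO chow. It was -1.29 (SE 0.40, adjusted p = 0.0163) in WT CDAHFD and -2.23 (SE 0.42, adjusted p = 6.41e-04) in KO CDAHFD from the same test. The WT CDAHFD decrease was not past the threshold with library size as the only scaling, where the log2 fold change was -0.71 (adjusted p = 0.14), nor without WT chow replicate 3 (-1.06, adjusted p = 0.0508) or WT CDAHFD replicate 1 (-1.19, adjusted p = 0.0644). Over fits that each left out a library, the KO chow decrease ran from -3.56, without KO chow replicate 2, to -2.12. Between KO CDAHFD and WT CDAHFD, Ppara differed by a log2 fold change of -0.94 (SE 0.42, adjusted p = 0.547), which was not past the threshold. With a score of the clock genes as a covariate, chosen after seeing the data, it was -1.40 (adjusted p = 0.0194). With that covariate the WT CDAHFD decrease relative to WT chow was -1.02 (SE 0.22, adjusted p = 0.00166). Within WT chow, replicates 1 and 2 (clock scores -2.07 and -1.83) had less Ppara than replicates 3 and 4 (1.82 and 2.04). In WT CDAHFD (-0.11, -0.837 and -0.697) the library with the highest score had the lowest Ppara value. The counts sum reads over the whole gene and over all liver cells. Reads outside the deleted part of Ppara and reads from cells other than hepatocytes were not separated here, so the values in KO livers are not a measure of functional Ppara.

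**Figure D1:**
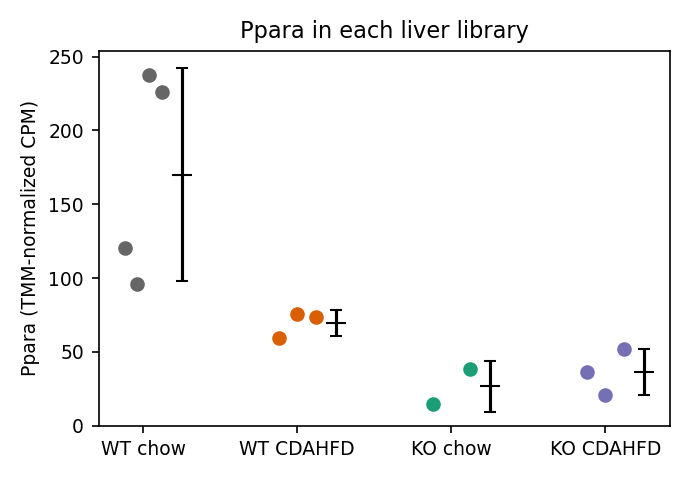
Normalized counts of Ppara in CPM (vertical axis) in each of the 12 libraries by group, with the mean and SD of each group. The WT chow libraries lie between 96.2 and 237.8 CPM, above the libraries of the other groups.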

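Relative to WT chow, 6763 of the 17358 genes tested were differentially expressed in KO chow, 3814 higher and 2949 lower. In WT CDAHFD, 8863 genes were differentially expressed, 4522 higher and 4341 lower. Of these genes, 5604 were differentially expressed in both comparisons, and 5572 of them (99.4%) changed in the same direction. Across all genes tested, the log2 fold changes of the 2 comparisons had a Pearson r of 0.872 and a Spearman rho of 0.83, where genes are not independent replicates. The same WT chow libraries enter both comparisons, which alone makes r positive. In 20 simulated data sets in which neither group differed from WT chow, r had a mean of 0.41 and ran from 0.388 to 0.442. The simulated genes varied independently of each other, which genes of real libraries need not do. Ranges from the simulated data may therefore be too narrow. With 2 WT chow libraries in one comparison and the other two in the second, r ran from 0.739 to 0.777 over the 6 possible ways. The alternative that moved r most was to test every gene with a count, 30104 genes, where r was 0.687. Without KO chow replicate 1 and without KO chow replicate 2, r was 0.81 and 0.79. The slope of the KO chow changes on the WT CDAHFD changes was 0.82, against 0.447 to 0.504 in the simulated data. Library size as the only scaling shifted the median log2 fold change of all genes tested to 0.40 in KO chow, 0.51 in WT CDAHFD and 0.57 in KO CDAHFD, where TMM left it between -0.05 and 0.00. With that scaling 8186 genes were differentially expressed in KO chow, 86.0% of them higher, and 10262 in WT CDAHFD, 88.6% of them higher, so the balance of higher and lower genes depends on the scaling. Of the 6763 and 8863 genes above, 4963 and 5898 were among them.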

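Of the 50 genes in Supplementary Figure S1, 47 were differentially expressed in both KO chow and WT CDAHFD relative to WT chow, 37 higher in both and 10 lower in both. Adjusted over the list alone, the same numbers of genes passed in KO chow, which is not independent evidence, since the study chose this list on these samples. Among genes with a mean of at least 50 counts and no overlap between libraries, the 3 largest increases in KO chow were in Vmn2r3, Sprr1a and Cyp2a4, and the 3 largest in WT CDAHFD in Vmn2r3, Cfap44 and Gpnmb. Vmn2r3 (ENSMUSG00000091572, chromosome 3 from 64257215 to 64289709) had 0 counts in the 4 WT chow libraries. It had 84.8 ± 23.7 CPM in KO chow (SD, n = 2) and 12.5 ± 1.33 CPM in WT CDAHFD (SD, n = 3), at least 756-fold and at least 112-fold higher (adjusted p = 1.67e-07 and 3.99e-07). Gpnmb (ENSMUSG00000029816, chromosome 6 from 49036546 to 49070929) rose from 0.249 ± 0.119 CPM in WT chow to 74.4 ± 1.65 in KO chow and 712 ± 133 in WT CDAHFD, log2 fold changes of 8.17 (adjusted p = 1.39e-09) and 11.4 (adjusted p = 6.89e-11). Cyp2a4 (ENSMUSG00000074254, chromosome 7 from 26307169 to 26315088) had 187 ± 167 CPM in the 2 KO chow libraries against 0.245 ± 0.145 in WT chow, with a log2 fold change of 9.55 (SE 0.86, adjusted p = 3.59e-06), and its reads can be shared with other Cyp2a genes. The size of this increase depended on single libraries, from 8.11 without KO chow replicate 2 to 10.3. The 3 largest decreases in KO chow were in major urinary protein genes (Mup15, Mup11 and Mup19), which also share reads among themselves. Mup11 (ENSMUSG00000073834, chromosome 4 from 60658466 to 60662411) fell from 671 ± 280.5 CPM in WT chow to 0.147 in KO chow and 14.6 ± 7.1 in WT CDAHFD, with a log2 fold change of -12.2 (SE 0.91, adjusted p = 8.93e-07) in KO chow and -5.52 in WT CDAHFD. Over fits that each left out a library, the KO chow change ran from -13.6, without KO chow replicate 1, to -11.4. In WT CDAHFD, the largest decreases were in Moxd1, Mup15 and Mup7, and that of Moxd1 rests on WT chow replicate 4, with 125.4 CPM against 1.39 to 5.67 in the other WT chow libraries. Its log2 fold change was -9.83, and -6.66 without that library. Compared directly, 1063 genes differed between KO chow and WT CDAHFD, 470 higher and 593 lower in KO chow, and this number fell to 357 without WT CDAHFD replicate 1. Scd1 (ENSMUSG00000037071, chromosome 19 from 44394455 to 44407879) had 3215 ± 1332 CPM in WT chow and 2576 ± 1125 in KO chow, but 55 ± 32.1 in WT CDAHFD, and KO chow differed from WT CDAHFD by 5.55 (SE 0.51, adjusted p = 1.30e-04). Its change between KO chow and WT chow was -0.32 (SE 0.44, adjusted p = 0.599), which turned positive with library size as the only scaling (0.09) and without KO chow replicate 1 (0.09, with no test). Acot1 (ENSMUSG00000072949, chromosome 12 from 84009490 to 84018371), named after its values were seen, was higher in KO chow (106 ± 35.1 CPM) than in WT CDAHFD (13 ± 0.745 CPM), by 3.02 (SE 0.31, adjusted p = 2.16e-04), and some of its reads can come from its paralog Acot2. From the similarity of the profiles, the paper proposes that the diet in part reproduces a loss of hepatocyte PPARα.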

Along the same line, GO gene set enrichment analysis confirms mitochondrial dysfunctions due to multiple changes in bile and fatty acid metabolism, amino acid catabolism and inflammation, in response to CDAHFD and upon genetic PPARα KO or combinations thereof (Figure 1D).

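The gene sets behind Figure 1D were not used here. For its themes, 8 lists of genes were written by hand and tested with camera at a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over the 28 lists tested per comparison. The 27 genes of peroxisomal fatty acid oxidation had a median log2 fold change relative to WT chow of -0.87 in KO chow (adjusted p = 3.81e-07), -0.61 in WT CDAHFD (adjusted p = 1.81e-06) and -1.23 in KO CDAHFD (adjusted p = 2.22e-10). The 19 genes of mitochondrial fatty acid oxidation had medians of -0.56, -0.64 and -0.96 in the same order, with 14, 14 and 16 genes lower at the threshold. Of the 16 genes of bile acid synthesis, 12 were lower in each of the comparisons, with medians of -0.84 (adjusted p = 2.15e-05), -1.0 (adjusted p = 6.54e-05) and -1.10 (adjusted p = 5.85e-06). Amino acid catabolism was lower in 38, 46 and 44 of its 48 genes, with medians of -0.78, -1.11 and -0.98 (adjusted p = 6.59e-10, 3.67e-17 and 6.45e-14). For the 36 genes of respiratory complex I the medians were -0.42, -0.77 and -0.65, and 19, 36 and 35 genes were lower. The 19 genes of sterol synthesis had medians of -0.44 in KO chow (adjusted p = 0.00342), -0.42 in WT CDAHFD (adjusted p = 0.036) and -0.19 in KO CDAHFD (adjusted p = 0.0853), and the medians in WT CDAHFD and KO CDAHFD turned positive with library size as the only scaling, 0.13 and 0.41, though under the shift of all genes. The median of sterol synthesis in KO chow was -0.99 without KO chow replicate 1 and -0.18 without replicate 2, where no test was made. In WT CDAHFD this list was not past the threshold in 3 of the 12 fits that each left out a library (adjusted p from 0.0506 to 0.0727). In KO CDAHFD it passed without WT chow replicate 3 (adjusted p = 0.0371). Among 23 inflammation genes, 16, 19 and 19 were higher, with medians of 1.73 (adjusted p = 3.71e-10), 1.84 (adjusted p = 8.95e-12) and 1.91 (adjusted p = 5.46e-10). The 42 genes of centromere assembly and mitosis rose most, by medians of 3.85, 3.19 and 3.02 (adjusted p = 1.20e-30, 6.94e-17 and 3.88e-14). Adjusted over the list alone, 16 genes of mitochondrial oxidation and 21 of complex I were lower in KO chow, and the counts for the other lists in KO chow changed by at most 1 gene. The rotation test fry kept these 8 lists past the threshold in each comparison with WT chow, except sterol synthesis in KO CDAHFD. With a correlation between genes estimated from the data, only bile acid synthesis kept an adjusted p under 0.05, in KO chow (0.0426) and KO CDAHFD (0.0272).

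**Figure D2:**
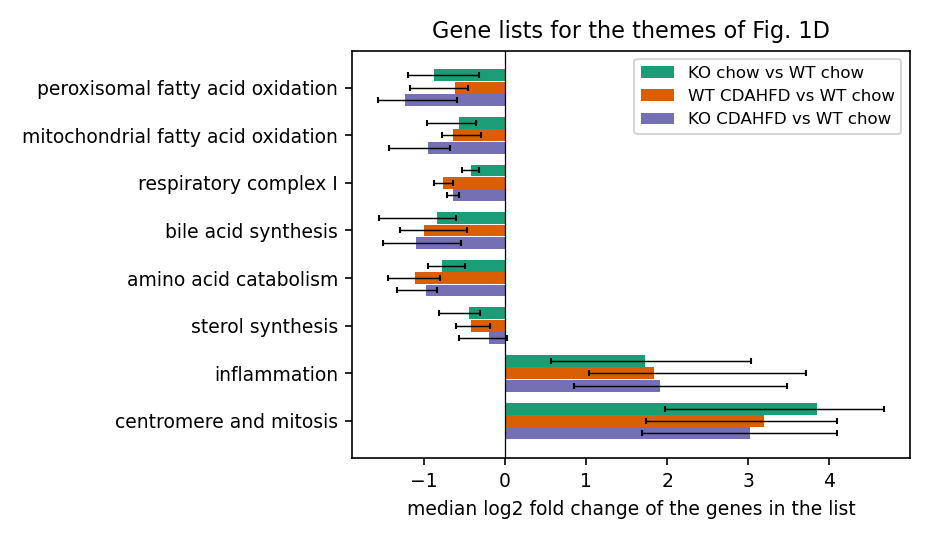
Median log2 fold change relative to WT chow (axis in log2 units) for the 8 lists of genes in KO chow, WT CDAHFD and KO CDAHFD, as bars, with lines from the lower to the upper quartile of the genes. The 2 lists of inflammation and of centromere assembly and mitosis lie above 0, and the medians of the others lie below 0.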

**FIGURE 1:**
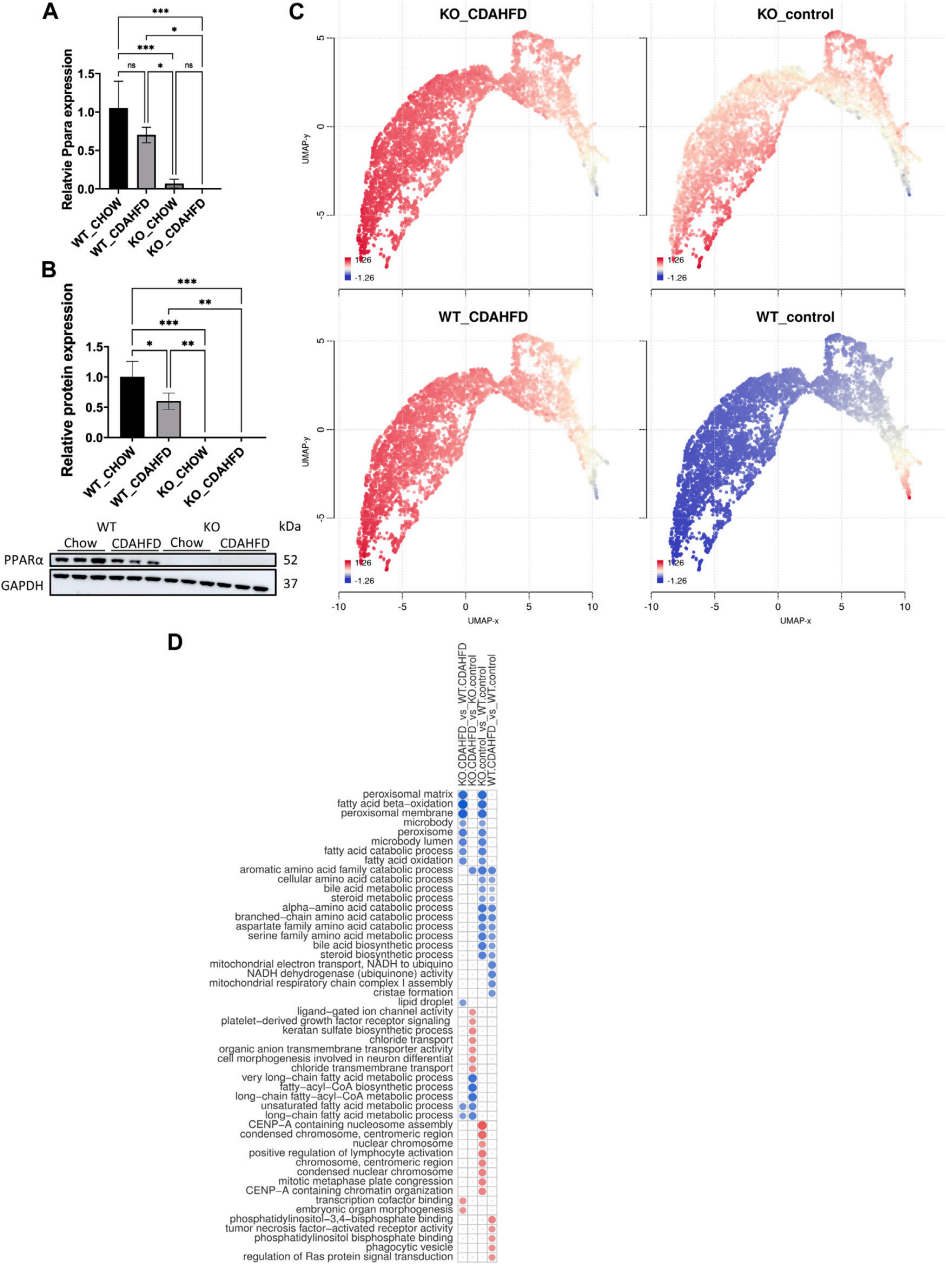
**(A)** Relative *Ppara* mRNA expression in PPARα WT and KO mice after a 6-week chow or CDAHFD. **(B)** Western blot detection and quantification of PPARα and GAPDH expression levels after a 6-week chow or CDAHFD in WT and KO mice. Data are plotted as the mean ± s.d., *n* = 3 biologically independent replicates. (*p < 0.05, **p < 0.01 ***p < 0.001) **(C)** UMAP representation of gene clustering based on geneset co-expression in PPARα WT and KO mice after a 6-week chow or CDAHFD **(D)** GO activation matrix representation of pathway enrichment analysis of significantly up- or downregulated pathways in both comparisons of KO mice versus WT mice on a chow or CDAHFD respectively. The size of the circles in the GO activation matrix corresponds to their relative activation, and are colored according to their upregulation (red) or downregulation (blue) in the contrast profile (meta.q < 0.05).

In line with reduced PPARα expression reported in MASLD/MASH patients, both the qPCR and western blot also reveal decreased PPARα expression in the WT mice following 6-week CDAHFD diet (Francque et al., 2015). The latter suggests that a high fat diet may gradually decrease PPARα expression and as such progressively phenocopies the transcriptome signature of a genetic hepatocyte-specific PPARα KO model. Furthermore, liver sections were scored based on the Clinical Research Network and Steatosis-Activity-Fibrosis NASH scoring systems to assess the disease stage of the mice (Figure 2A; Supplementary Table S2) (Kleiner et al., 2005; Bedossa et al., 2012). These results show that 6-week CDAHFD in WT and PPAR KO mice, both result in MASH features including steatosis, ballooning, lobular inflammation and fibrosis, similar to liver histopathology in MASH patients. Interestingly, PPARα KO mice on a normal chow diet already reveal MASLD features such as accumulation of lipid droplets.

**FIGURE 2:**
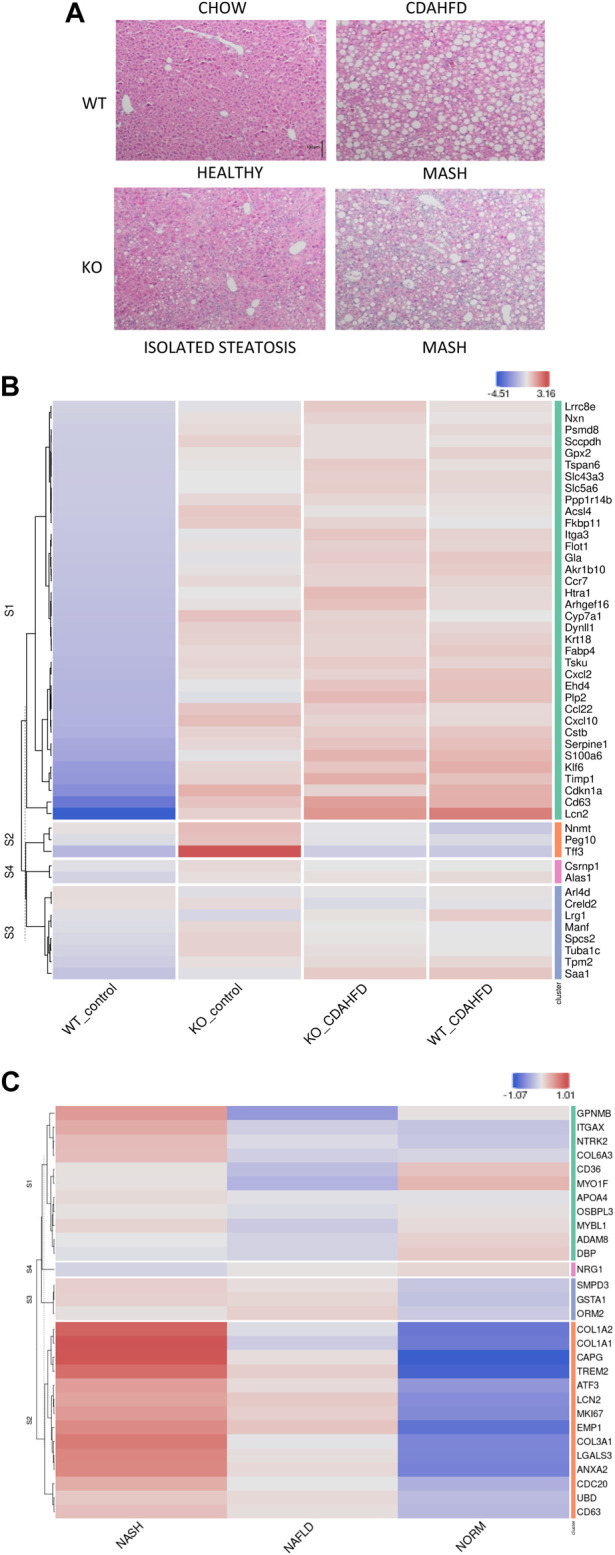
**(A)** H&E staining of liver sections of WT and hepatocyte PPARα KO mice after following 6-week chow or CDAHFD (scaling bar: 100μm) **(B)** Heatmap representation of MASLD signature in KO or WT mice after 6-week chow or CDAHFD (*n* = 3). **(C)** Heatmap representation of PPARα KO signature in MASLD (NAFLD) and MASH (NASH) patients of the GEO dataset GSE126848.

To further characterize whether these histopathological changes also correlate with a MASLD/MASH disease signature in patients, we cross compared our gene expression profiles with the publicly available MASLD/MASH transcriptome signature of liver biopsies of a patient cohort with varying degrees of MASLD (GSE126848) (Supplementary Table S3). 

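The heatmap of the MASLD signature in Figure 2B shows 49 genes, and each of them was tested. Relative to WT chow, their median log2 fold change was 1.19 in KO chow, 1.06 in WT CDAHFD and 1.17 in KO CDAHFD (camera, adjusted p = 1.11e-11, 1.29e-08 and 6.78e-09). With an estimated correlation between genes the adjusted p were 0.0696, 0.105 and 0.093, and with fry they were 1.46e-05, 7.55e-06 and 4.84e-06. In KO chow, 34 genes were differentially expressed and each of them was higher, and adjusted over the list alone 37 were. In WT CDAHFD, 32 were higher and 1 lower, and the numbers adjusted over the list alone were the same. In KO CDAHFD, 35 were higher and 1 lower, against 36 and 3 adjusted over the list alone. The paper does not state how the drawn genes were picked. If they were picked on these samples, the numbers adjusted over the list alone are not independent evidence. In each of the 3 comparisons 31 genes were higher. The 114 other tested genes of Supplementary Table S3, which are not drawn, had medians of -0.039, -0.273 and -0.219 in KO chow, WT CDAHFD and KO CDAHFD. Their direction in the patients was not used here. Timp1 (ENSMUSG00000001131, chromosome X from 20870166 to 20874735) rose from 0.084 ± 0.0683 CPM in WT chow to 6.76 ± 1.98 in KO chow, 7.83 ± 0.974 in WT CDAHFD and 10.5 ± 2.15 in KO CDAHFD, and part of its reads may belong to Syn1, which overlaps it, since the libraries are not stranded. Its log2 fold changes were 6.30 (SE 0.42, adjusted p = 3.61e-07), 6.51 (SE 0.40, adjusted p = 8.41e-08) and 6.94 (SE 0.40, adjusted p = 4.94e-08), in the same order. Gpx2 (ENSMUSG00000042808, chromosome 12 from 76792333 to 76795554), which overlaps Fntb, was at or under the limit of 3 counts in WT chow and had 0.93 ± 0.184 CPM in KO chow, 1.31 ± 0.54 in WT CDAHFD and 0.935 ± 0.414 in KO CDAHFD. It was at least 8.3-fold, 11.7-fold and 8.34-fold higher (adjusted p = 9.31e-05, 1.25e-05 and 3.22e-05). The smallest increases at the threshold in KO chow were in Slc43a3 (ENSMUSG00000027074, chromosome 2 from 84936579 to 84958509), with 0.49 (SE 0.15, adjusted p = 0.0232), which was not past the threshold without WT chow replicate 4 (adjusted p = 0.0562), and Itga3 (ENSMUSG00000001507, chromosome 11 from 95044474 to 95076801), with 0.54 (SE 0.13, adjusted p = 0.00565). Nxn (ENSMUSG00000020844, chromosome 11 from 76257198 to 76399140) had the smallest increase in WT CDAHFD, 0.49 (SE 0.19, adjusted p = 0.0453), and fell short of the threshold in 8 of the 12 fits that each left out a library (adjusted p from 0.0513 to 0.162). Nnmt (ENSMUSG00000032271, chromosome 9 from 48591877 to 48605153) was lower in WT CDAHFD, 31.5 ± 2.17 CPM against 96.6 ± 17.2 in WT chow, with -1.62 (SE 0.15, adjusted p = 2.62e-06), and in KO CDAHFD, with -0.84 (SE 0.15, adjusted p = 4.47e-04). In KO chow it was not differentially expressed (0.41, adjusted p = 0.0626).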

Interestingly, the hepatocyte-specific PPARα KO mouse model on both a chow and 6-week CDAHFD diet as well as WT mice after a 6-week CDAHFD diet, reveal a similar hyperactivated MASLD/MASH transcriptome signature, which confirms the involvement of a PPARα loss of function and disrupted fatty acid metabolism in the MASLD/MASH disease aetiology (Figure 2B). Accordingly, the MASLD/MASH heatmap of GSE126848 also phenocopies the PPARα loss of function transcription signature of the hepatocyte-specific PPARα KO mouse model (Figure 2C).

### 3.2 Genetic and diet-induced PPARα loss of function trigger lipid metabolic stress by DNA hypermethylation of PPARα target genes

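The 50 transcription factors and nuclear receptors in Figure 3A had a median log2 fold change relative to WT chow of 1.15 in KO chow, 1.29 in WT CDAHFD and 1.38 in KO CDAHFD (camera, adjusted p = 3.81e-07, 2.88e-08 and 5.05e-08). With a correlation between genes estimated from the data, the list was not past the threshold in WT CDAHFD. In KO chow 34 genes were higher and 6 lower, and adjusted over the list alone 36 and 6. In WT CDAHFD 37 were higher and 6 lower, and in KO CDAHFD 35 and 4, with the same numbers adjusted over the list alone, which for genes the study chose on these samples is not independent evidence. Mybl1 (ENSMUSG00000025912, chromosome 1 from 9667415 to 9700209) rose from 0.297 ± 0.153 CPM in WT chow to 19.3 ± 10.7 in KO chow and 25.3 ± 5.4 in WT CDAHFD, by 6.02 (SE 0.41, adjusted p = 4.48e-07) and 6.42 (SE 0.40, adjusted p = 8.86e-08). Atf3 (ENSMUSG00000026628, chromosome 1 from 191170296 to 191218039) rose from 1.68 ± 0.795 to 45 ± 5.94 and 62.3 ± 8.38 CPM, by 4.76 (SE 0.34, adjusted p = 6.93e-07) and 5.23 (SE 0.33, adjusted p = 1.16e-07). The genes that were lower in both KO chow and WT CDAHFD were Ppara, Esrrg, Nr0b2, Thrsp, Nr1i3 and Tbx3. Esrrg (ENSMUSG00000026610, chromosome 1 from 187608791 to 188214885) had 2.86 ± 0.795 CPM in WT chow, 0.0606 in KO chow and 0.911 ± 0.241 in WT CDAHFD, log2 fold changes of -5.43 (SE 0.65, adjusted p = 3.40e-05) and -1.66 (SE 0.38, adjusted p = 0.00304). With 0 and 5 counts in the KO chow libraries the size of the former is uncertain, and it was -9.75 without KO chow replicate 2 and -4.51 without replicate 1. Thrsp (ENSMUSG00000035686, chromosome 7 from 97412938 to 97417730) fell from 111 ± 25 CPM in WT chow to 6.42 ± 0.77 in WT CDAHFD, with -4.11 (SE 0.22, adjusted p = 3.20e-08). Nr0b2 (ENSMUSG00000037583, chromosome 4 from 133553376 to 133556536) changed by -2.63 (SE 0.54, adjusted p = 0.00202) in KO chow and -1.94 (SE 0.44, adjusted p = 0.00266) in WT CDAHFD. Counts of Nr1i3 and Tbx3 can include reads of the overlapping Tomm40l and Tbx3os1. The 41 epigenetic factors in Figure 3B moved both ways. Their median was -0.28 in KO chow, -0.06 in WT CDAHFD and -0.06 in KO CDAHFD (camera, adjusted p = 0.259, 0.87 and 0.899). With library size as the only scaling these medians turned positive, 0.13, 0.49 and 0.57, each under the shift of all genes. In KO chow 11 of them were higher and 16 lower, in WT CDAHFD 8 and 8, and in KO CDAHFD 9 and 9. When adjusted over this list alone, the numbers were 13 and 19, 8 and 7, and 7 and 8. Prmt2 (ENSMUSG00000020230, chromosome 10 from 76207222 to 76237865) rose from 0.979 ± 0.157 CPM in WT chow to 3.31 ± 0.594 in KO chow and 4.86 ± 0.494 in WT CDAHFD, by 1.74 (SE 0.20, adjusted p = 2.35e-05) and 2.30 (SE 0.18, adjusted p = 5.30e-07). Sirt4 (ENSMUSG00000029524, chromosome 5 from 115478010 to 115484725) was lower, by -0.62 (SE 0.14, adjusted p = 0.00326) in KO chow and -0.78 (SE 0.12, adjusted p = 1.59e-04) in WT CDAHFD, and neither change passed the threshold with library size as the only scaling, where both were -0.22. Kmt2e (ENSMUSG00000029004, chromosome 5 from 23434441 to 23504235), which overlaps Srpk2, was lower in KO chow by -0.95 (SE 0.28, adjusted p = 0.0154) and unchanged in WT CDAHFD (0.01, adjusted p = 0.981). The KO chow decrease was -1.71 without KO chow replicate 2 and -0.44 without replicate 1, and it was not past the threshold with library size as the only scaling (adjusted p = 0.124) or with a model over only the groups compared (adjusted p = 0.0517).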

Besides similarities in lipid metabolic gene expression changes between CDAHFD diet WT and chow/CDAHFD PPARα KO mice, genetically and diet-induced PPARα loss of function also regulate overlapping bile and fatty acid responsive transcription factors, nuclear receptors and epigenetic writer-reader-eraser proteins, including multiple DNA (hydroxy)methylating enzymes and DNA Methyl-binding factors (Figures 3A, B). For example, weakly increased RNA and protein expression levels of DNMT1 can be observed in PPARα KO and CDAHFD diet conditions (Figures 3C, D). Remarkably, Homer motif analysis revealed that several of these differentially expressed transcription factors and DNA Methyl-binding proteins themselves contain PPARα binding motifs (PPRE) motifs. Since these proteins can directly regulate epigenetic enzymes, these results suggest that epigenetic enzyme expression and activity too might be under lipidomic PPARα control (Supplementary Table S5).

**FIGURE 3:**
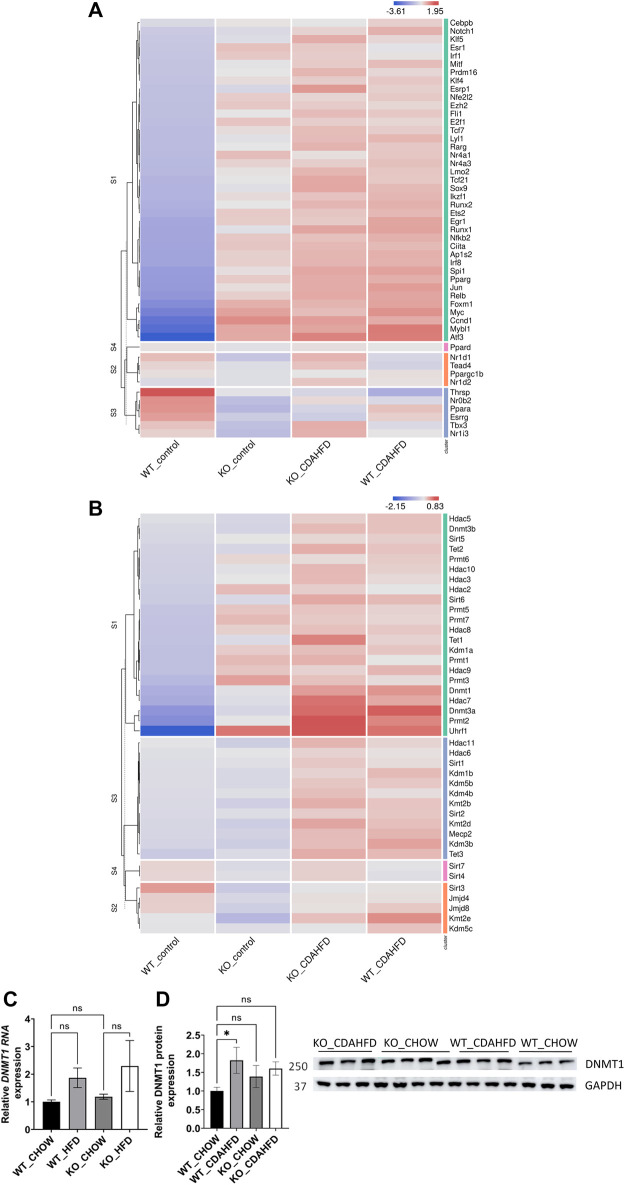
Heatmap representation of differentially expressed **(A)** transcription factors and nuclear receptors or **(B)** epigenetic writers-readers-eraser proteins in KO or WT mice after 6-week chow or CDAHFD (*n* = 3). **(C)** qPCR and **(D)** western blot detection and quantification of DNMT1 and GAPDH expression levels after 6-week chow or CDAHFD in WT and KO mice. Data are plotted as the mean ± s.d., *n* = 3 biologically independent replicates. (ns *p* > 0.05, *p < 0.05, **p < 0.01 ***p < 0.001)

Since altered DNA methylation has been identified as a key determinant of MASLD pathogenesis (Li et al., 2018; Hyun and Jung, 2020; Lai et al., 2020; Bu et al., 2022; Kuramoto et al., 2022; Melton et al., 2023), we next applied Infinium mouse methylation Beadchip array studies to map genome-wide DNA methylation changes in liver biopsies of WT and hepatocyte-specific PPARα KO mice, following 6-week chow or CDAHFD diet. As shown in Figure 4, the WT mice on a CDAHFD show predominant hypermethylation of the promotor region of PPARα compared to the WT mice on a chow diet, which could explain the gradual silencing of PPARα expression following a 6-week CDAHFD diet. Besides, both genetically and diet-induced PPARα loss of function trigger massive -partially redundant- DNA methylation changes in genes involved in fatty acid and bile acid metabolism, nuclear hormone (steroid) receptor and inflammatory cytokine pathways, according to Metascape enrichment analysis (Zhou et al., 2019) (Figures 5A, B). Remarkably, TRRUST motif analysis of hypermethylated genes in PPARα KO mice shows highly significant enrichment of PPRE (Figure 5C), which is still significantly enriched in WT CDAHFD mice which only partially express PPARα protein (Figure 5D). Along the same line, the cross-comparison of a list of PPARα target genes (Supplementary Table S4) with our lists of differentially methylated genes, identified various common hypermethylated target genes in the PPARα KO mice, following chow or CDAHFD diet, whereas CDAHFD diet in WT liver cells with partially decreased PPARα expression shows a mixed hypo/hypermethylation pattern (Supplementary Figure S2). Although most of the selected hypermethylated genes involved in fatty acid or bile acid metabolism, including PPARα metabolic target genes, are downregulated in the hepatocyte-specific PPARα KO mice and WT mice on a CDAHFD with a partial expression of PPARα, few genes are upregulated (Figure 5E). 

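The 50 genes of fatty acid and bile acid metabolism in Figure 5E had a median log2 fold change relative to WT chow of -1.16 in KO chow, -0.98 in WT CDAHFD and -1.55 in KO CDAHFD (camera, adjusted p = 2.22e-06, 4.88e-05 and 1.78e-08). With a correlation between genes estimated from the data, the list was not past the threshold in KO chow and WT CDAHFD. In KO chow 28 genes were lower and 8 higher, in WT CDAHFD 26 and 13, and in KO CDAHFD 29 and 9. Adjusted over the list alone these numbers were 29 and 9, 26 and 13, and 30 and 10, which is not independent evidence for a list the study chose on these samples. Cyp2c50 (ENSMUSG00000054827, chromosome 19 from 40089688 to 40113950) had the largest decrease in KO chow, from 663 ± 142 CPM in WT chow (SD, n = 4) to 43 ± 10.6 in KO chow (SD, n = 2), with -3.95 (SE 0.28, adjusted p = 5.21e-07). Serpina12 (ENSMUSG00000041567, chromosome 12 from 104028769 to 104044443) fell from 123 ± 35.3 to 11 ± 8.19 CPM, by -3.48 (SE 0.56, adjusted p = 3.32e-04), and its WT chow mean rests in part on replicate 4, with 175.3 CPM against 100.6 to 108.5 in the others. The size of its decrease depended on the KO chow libraries, with -4.54 without replicate 1 and -2.86 without replicate 2, where no test was made. In WT CDAHFD the largest decreases were in Scd1, with -5.87 (SE 0.50, adjusted p = 1.02e-06), and in Cyp2c29 (ENSMUSG00000003053, chromosome 19 from 39269405 to 39330713), to 25.8 ± 6.17 CPM from 524 ± 76.6 in WT chow, with -4.35 (SE 0.20, adjusted p = 1.38e-08). Reads can be shared among Cyp2c genes and among Cyp3a genes. Among the genes that rose, Elovl7 (ENSMUSG00000021696, chromosome 13 from 108214404 to 108285683) went from 0.351 ± 0.307 CPM in WT chow to 10.0 ± 0.239 in KO chow and 9.09 ± 1.35 in WT CDAHFD, by 4.81 (SE 0.40, adjusted p = 2.09e-06) and 4.66 (SE 0.38, adjusted p = 7.95e-07). Cyp3a44 (ENSMUSG00000054417, chromosome 5 from 145773983 to 145805874) had 0 counts in WT chow and 2.29 ± 0.911 CPM in KO chow, at least 20.4-fold higher (adjusted p = 3.34e-04). In WT CDAHFD its libraries overlapped with WT chow, it was at least 1.02-fold higher (adjusted p = 0.0453), and it was not past the threshold in 11 of the 12 fits that each left out a library (adjusted p from 0.052 to 0.149). In KO chow, Slc44a3, Cers6, Pgd, Slc38a1, Cyp7a1 and Cidec were also higher, and in WT CDAHFD Slc44a3, Sgms1, Aldh3a2, Nceh1, Cerkl, Abcc3, Cyp4a31, Cers6, Pgd, Slc38a1 and Cidec were. Aldh3a2, Sgms1 and Cerkl were not past the threshold in WT CDAHFD in 6, 5 and 4 of the 12 fits. Nceh1 and Slc44a3 were not past it there in 1 fit each. Of the 74 PPARα target genes in Supplementary Table S4, 54 were tested. Their median was -0.50 in KO chow (camera, adjusted p = 0.00612), -0.41 in WT CDAHFD (adjusted p = 0.0405) and -0.87 in KO CDAHFD (adjusted p = 4.16e-05). With a correlation between genes estimated from the data, the targets were past the threshold in none of these comparisons. In KO chow 21 of the targets were lower and 13 higher, in WT CDAHFD 24 and 12, and in KO CDAHFD 31 and 12. With adjustment over the targets alone the numbers were 25 and 13, 26 and 12, and 32 and 13. With library size as the only scaling the median in WT CDAHFD turned positive (0.16), under the shift of all genes, and over the fits that each left out 1 library it ran from -0.48 to -0.28, with 3 of 12 not past the threshold.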

Remarkably, further validation on protein level showed that proteins involved in mitochondrial lipid uptake (CPT1A) are significantly upregulated by the loss of PPARα function, while lipid catabolic proteins involved in lipid or bile acid catabolism are downregulated (CYP7B1 and ACSM2). The latter emphasizes the dual epigenetic regulation of lipid metabolic genes via PPARα (Supplementary Figure S3). Of special note, bisulfite converted DNA assay does not allow discrimination between DNA methylation and hydroxymethylation changes that have been associated with gene silencing and gene activation responses respectively. Indeed, PPARα regulatory functions have recently been described for both DNA methylation as well as hydroxymethylation and may need a more detailed in-depth molecular investigation (Theys et al., 2022).

**FIGURE 4:**
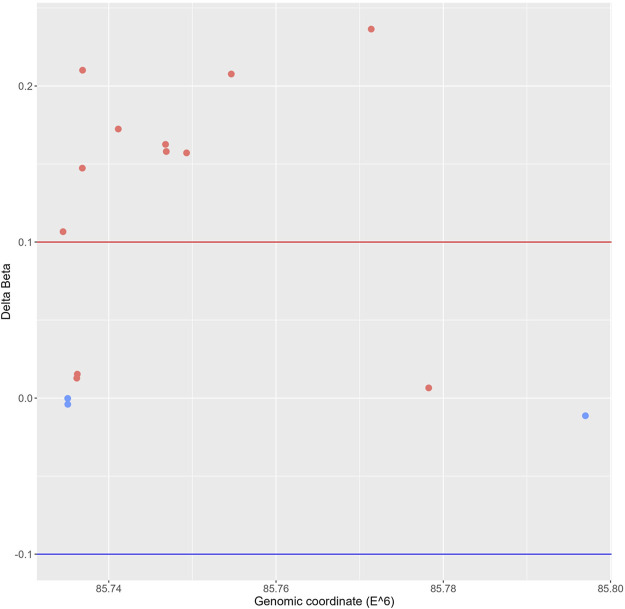
Genomic scatterplot of delta beta values of differently methylated probes in the promotor region of the PPARα gene in the WT group on a 6-week CDAHFD compared to the WT mice on 6-week chow diet.

**FIGURE 5:**
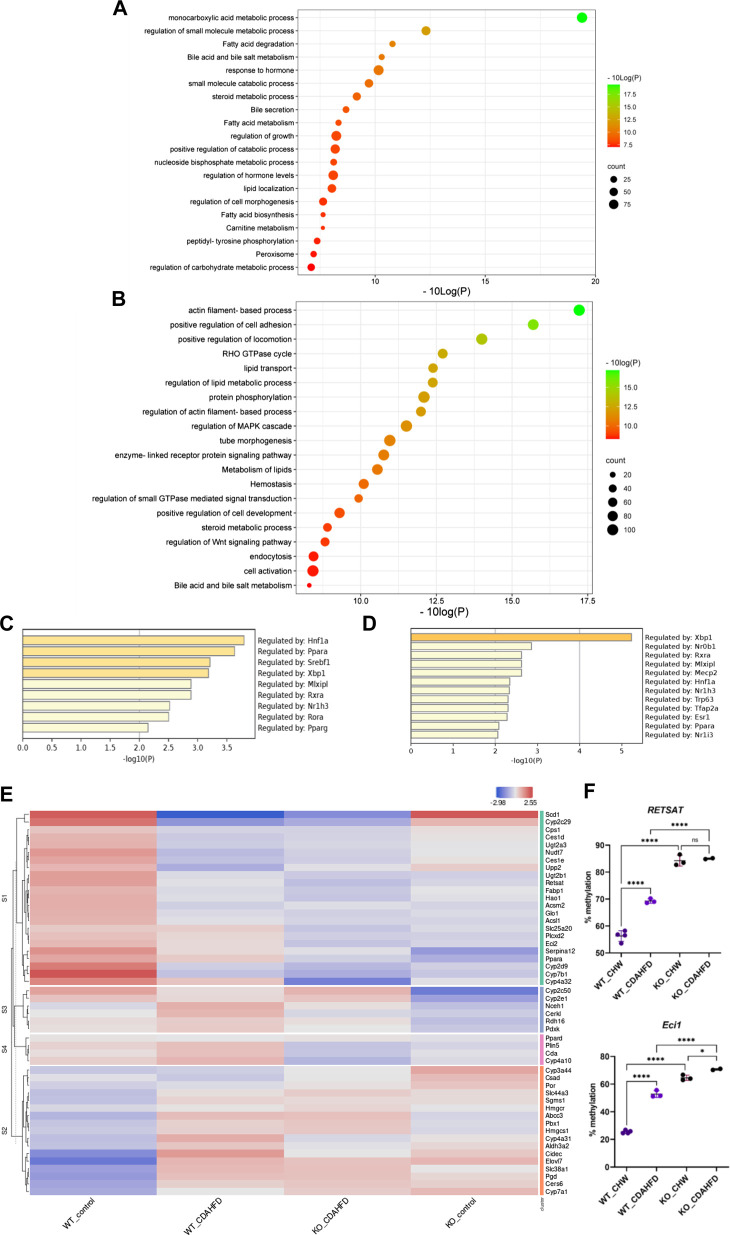
Metascape pathway analysis of differently methylated genes in **(A)** KO mice compared to WT mice on a chow diet (FDR<0.05; DB > 0.15) and **(B)** WT mice on a CDAHFD compared to a chow diet (FDR<0.05; DB > 0.25). TRRUST transcription factor analysis of differently hypermethylated genes in **(C)** KO mice compared to WT mice on a chow diet (FDR<0.05; DB > 0.15) **(D)** WT mice on a CDAHFD compared to a chow diet (FDR<0.05; DB > 0.25). **(E)** Heatmap representation of the expression of genes involved in lipid or bile acid metabolic pathways that are hypermethylated in WT mice on a CDAHFD and KO mice on a control chow diet compared to WT mice on a control chow diet. **(F)** Pyrosequencing validation of two PPARα target genes (ns *p* > 0.05, *p < 0.05, ****p < 0.0001).

To further validate our epic array hypermethylation data, we applied bisulfite pyrosequencing of PPARα target genes *RETSAT* and *Eci1,* which are according to the EPIC data both hypermethylated by a diet-induced or genetic KO of PPARα (delta beta KO_chow vs. WT_chow: 0,48-0,29; KO_CDAHFD vs. WT_CDAHFD: 0,17-0,14; WT_CDAHFD vs. WT_chow: 0,31 -0,18). Moreover, these genes are involved in retinol metabolism and beta oxidation respectively and thereby control lipid metabolism (Pang et al., 2017; Bramhecha et al., 2022). As shown in Figure 5F relative DNA methylation is strongly increased when PPARα is knocked out, or modestly increased upon CDAHFD diet in WT mice with partially decreased PPARα expression. These results suggest that PPARα targeting of lipid metabolic genes may be essential to protect against epigenetic DNA methylation modifications.

Furthermore, these results could also be confirmed in Epic Beadchip DNA methylation array data of MASLD liver biopsies of MASH patients (GSE241366) with advanced fibrosis in comparison to healthy tissue controls, which reveal similar enrichment of differentially methylated genes involved in lipid metabolism (fatty acid, bile acid) with PPARα as one of the top enriched TF motifs in general (Figure 6A) and especially of the hypermethylated genes (*p*-value < 0.05) (Figure 6B). Altogether this suggests that PPARα protects against epigenetic DNA (hyper)methylation of lipid metabolic genes involved in the progression of MASLD.

**FIGURE 6:**
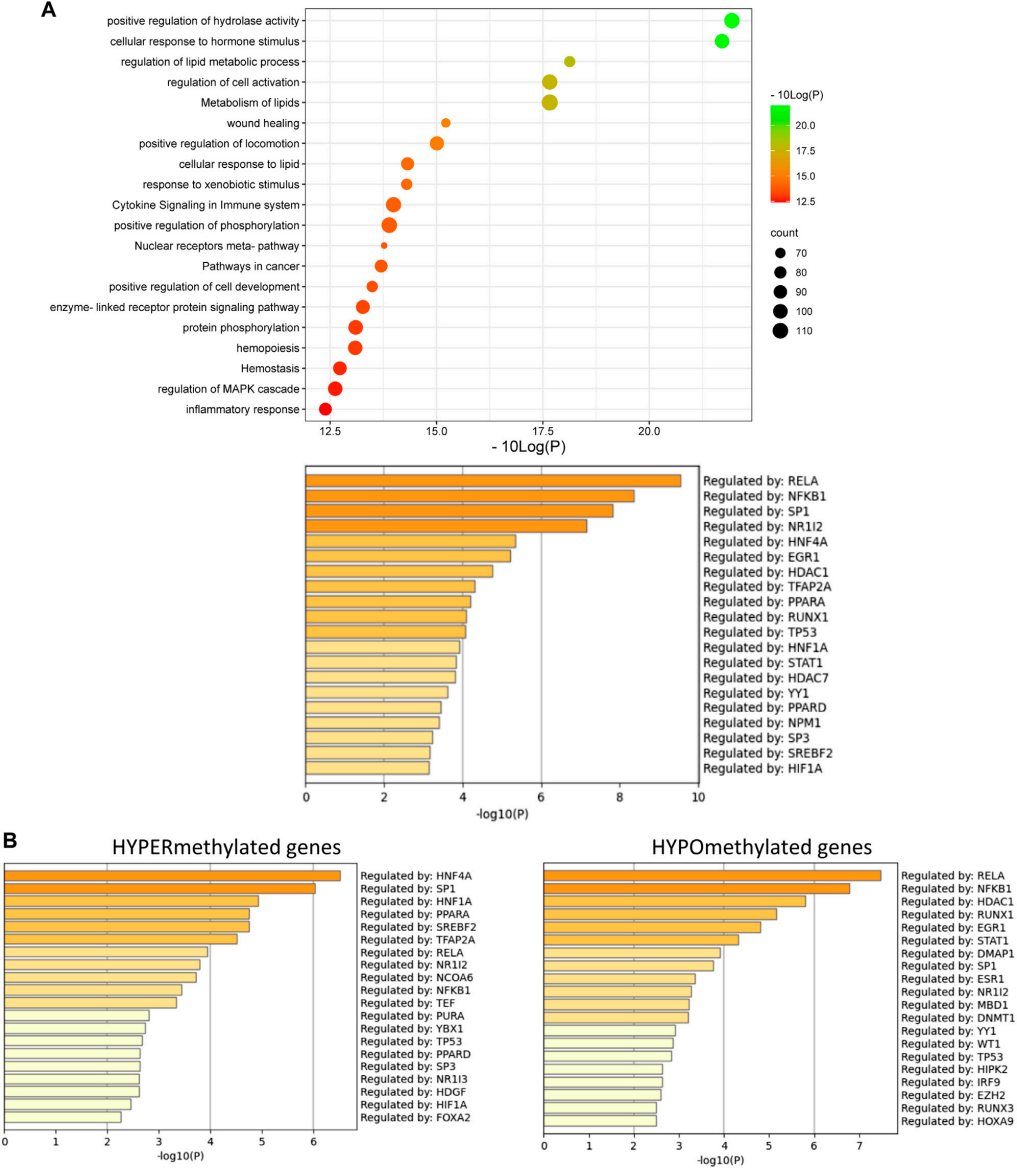
**(A)** Metascape pathway analysis (top) and TRRUST transcription factor analysis (bottom) of significant differently methylated genes in MASH patients with advanced fibrosis versus healthy individuals **(B)** TRRUST transcription factor analysis of significant hypermethylated and hypomethylated genes in MASH patients with advanced fibrosis versus healthy individuals. (*p*-value < 0.05; DB < |0.3|).

Of special note, in line with the fact that PPARα can also indirectly regulate genes via transrepression of other bound transcription factors such as NFκB (Delerive et al., 1999; Zúñiga et al., 2011; Tayyeb et al., 2020), we also observe multiple epigenetic changes of NFκB-driven (NFκB1, RelA, RelB) inflammatory target genes in the mouse/patient samples, which may further contribute to lipid-inflammation tissue damage in MASLD.

### 3.3 Genetic and diet-induced PPARα loss of function triggers epigenetic transition from lipid metabolic homeostasis to lipotoxic ferroptosis and pyroptosis in MASLD

Lipotoxic hepatocyte injury is a primary event in MASH, characterized by excess triglyceride accumulation stored as lipid droplets in the cytosol of hepatocytes, which is deemed the first stage of MASLD. Hepatic steatosis may further develop into MASH, fibrosis, cirrhosis and eventually hepatocellular carcinoma without timely interventions. Recent evidence suggests that hepatic ferroptosis and pyroptosis play an important role in this lipotoxic pathological progression of MASLD (Tsurusaki et al., 2019; Gaul et al., 2021; Zhang et al., 2021; Knorr et al., 2022).

Ferroptosis, a recently recognized nonapoptotic form of regulated cell death that is characterized by iron-dependent lipid peroxidation, was recently confirmed to be the initial cell death process that triggers MASH (Dixon et al., 2012; Tsurusaki et al., 2019; Zhang et al., 2021). Besides, new results identify hepatocyte pyroptosis and release of NOD-like receptor family pyrin domain containing 3 (NLRP3) inflammasome components as an additional mechanism to propagate liver injury and liver fibrosis development in MASH progression (Csak et al., 2011; Wree et al., 2014a; Beie et al., 2018; Wu et al., 2019). As the liver is a “first pass” organ, continually challenged with diverse microbial particles from the intestine as well as endogenous metabolic stress signals (fatty acid, bile acid), hepatocytes are capable of undergoing NLRP3-mediated pyroptotic cell death and release extracellular NLRP3 inflammasome complexes into the extracellular space. These extracellular inflammasomes can be internalized by hepatic stellate cells leading to their activation and subsequent liver fibrogenesis (Kisseleva and Brenner, 2007; Watanabe et al., 2009; Wree et al., 2014b; Wu et al., 2019; Knorr et al., 2022).

To evaluate whether PPARα loss may impact ferroptosis/pyroptosis pathways in MASLD/MASH, we next performed a cross comparison of our gene expression mouse data with publicly available ferroptosis/pyroptosis RNAseq based transcriptome datasets (Hassannia et al., 2018; Ye et al., 2021; De Backer et al., 2022; Deng et al., 2022; Wang et al., 2022; Zuo et al., 2022; Zhou et al., 2023). 

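Figure 7A shows 50 genes of ferroptosis. Their median log2 fold change relative to WT chow was 1.32 in KO chow, 1.34 in WT CDAHFD and 1.44 in KO CDAHFD (camera, adjusted p = 1.15e-11, 8.50e-10 and 1.43e-08). With a correlation between genes estimated from the data, the list was not past the threshold in WT CDAHFD. In KO chow 37 genes were higher and 1 lower, in WT CDAHFD 35 and 4, and in KO CDAHFD 35 and 5. Adjusted over the list alone, 38 and 1 passed in KO chow and 36 and 4 in WT CDAHFD, which is not independent evidence where a list was chosen on these samples. Slc7a11 (ENSMUSG00000027737, chromosome 3 from 49892526 to 50443614) had 0 to 2 counts in the WT chow libraries, 27.3 ± 4.99 CPM in KO chow (SD, n = 2), 10.5 ± 2.29 in WT CDAHFD (SD, n = 3) and 7.56 ± 1.36 in KO CDAHFD (SD, n = 3). It was at least 244-fold, 94-fold and 67.4-fold higher than in WT chow (adjusted p = 1.44e-08, 1.38e-08 and 2.58e-08). Fth1 (ENSMUSG00000024661, chromosome 19 from 9980598 to 9985098), whose pseudogenes can share its reads, had the smallest increase at the threshold in KO chow, 0.35 (SE 0.12, adjusted p = 0.0353), and was not past it with a model over only the groups compared (0.36, adjusted p = 0.0765), with the replicate number as a block (adjusted p = 0.128) or without KO CDAHFD replicate 1 (adjusted p = 0.0534). Acsl1 (ENSMUSG00000018796, chromosome 8 from 46471037 to 46536051) was lower, 453 ± 4.64 CPM in KO chow and 476 ± 66.1 in WT CDAHFD against 1442 ± 177 in WT chow, with -1.67 (SE 0.17, adjusted p = 7.64e-06) and -1.60 (SE 0.14, adjusted p = 1.43e-06). Gls2 (ENSMUSG00000044005, chromosome 10 from 128194457 to 128210004) was lower in WT CDAHFD by -1.94 (SE 0.20, adjusted p = 5.20e-06), where WT chow replicate 1 had 368.8 CPM against 601.8 to 615.3 in the others, and Herpud1 (ENSMUSG00000031770, chromosome 8 from 94386438 to 94395377) by -1.65 (SE 0.39, adjusted p = 0.00347). Got1 was also lower in WT CDAHFD, and Lpin1 in KO CDAHFD. The 35 genes of pyroptosis in Figure 7B moved both ways. Their median was 0.03 in KO chow, 0.19 in WT CDAHFD and 0.12 in KO CDAHFD (camera, adjusted p = 0.323, 0.368 and 0.672). The rotation test fry, which asks whether any genes of a list change and not whether they change more than other genes, gave adjusted p of 7.23e-05, 3.44e-05 and 1.37e-04 with an upward direction. Without one library in turn the median ran from -0.07 to 0.21 in WT CDAHFD and from -0.02 to 0.23 in KO CDAHFD. In KO chow 15 genes were higher and 7 lower, in WT CDAHFD 15 and 11, and in KO CDAHFD 13 and 11. With adjustment over these genes alone the numbers were 15 and 7, 15 and 12, and 13 and 12. Chmp4c (ENSMUSG00000027536, chromosome 3 from 10366907 to 10428856), which overlaps Snx16, rose from 2.4 ± 0.501 CPM in WT chow to 8.86 ± 1.49 in KO chow and 11.8 ± 1.57 in WT CDAHFD, by 1.89 (SE 0.25, adjusted p = 7.79e-05) and 2.30 (SE 0.23, adjusted p = 4.07e-06). Pycard (ENSMUSG00000030793, chromosome 7 from 127989708 to 127993867) rose by 2.57 (SE 0.24, adjusted p = 2.39e-06) in WT CDAHFD. Nlrp6 (ENSMUSG00000038745, chromosome 7 from 140920902 to 140929192) fell from 265 ± 22.6 CPM in WT chow to 98.9 ± 17 in KO chow and 98.4 ± 18.2 in WT CDAHFD, by -1.42 (SE 0.17, adjusted p = 3.44e-05) and -1.43 (SE 0.15, adjusted p = 5.05e-06). Plcg1, Irf2, Tirap, Casp8, Chmp7 and Prkaca were also lower in KO chow. In WT CDAHFD, Il18, Plcg1, Cycs, Irf2, Chmp7, Hmgb1, Tirap, Prkaca and Chmp2a were among the lower genes, of which Chmp7, Hmgb1, Tirap, Prkaca and Chmp2a turned positive with library size as the only scaling.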

Remarkably, both genetic and diet-induced PPARα loss reveal strong hyperactivation of lipotoxic ferroptosis/pyroptosis signatures (Figure 7). Indeed, further protein level analysis confirmed a significant upregulation of the nuclear factor E2 related factor 2 (Nrf2/NFE2L2), a key regulator of the ferroptosis (Hassannia et al., 2018; Pan et al., 2021) and pyroptosis (Hurtado-Navarro et al., 2022) pathways, in PPARα KO mice on chow diet and WT or KO mice on CDAHFD diet. Moreover, a significant upregulation of malondialdehyde (MDA), which represents increased lipid peroxidation, was found under a CDAHFD in both the KO and WT mice, in line with observations in MASLD/MASH patient samples (Zhang et al., 2021). Furthermore, protein validation of Caspase 1 and NLRP3 showed that a genetic and diet-induced PPARα loss induce an upregulation of NLRP3. However Caspase 1 is not further cleaved in its catalytic domains p10 and p20, indicating that PPARα loss increases sensitivity for pyroptosis without inducing further pyroptotic cell death. Of special note, when cross comparing differentially methylated target genes of advanced MASH (versus healthy liver biopsies), with both ferroptosis/pyroptosis genesets, we could identify various novel epigenetic biomarkers of ferroptosis/pyroptosis lipotoxicity (Figure 9; Supplementary Table S6).

**FIGURE 7:**
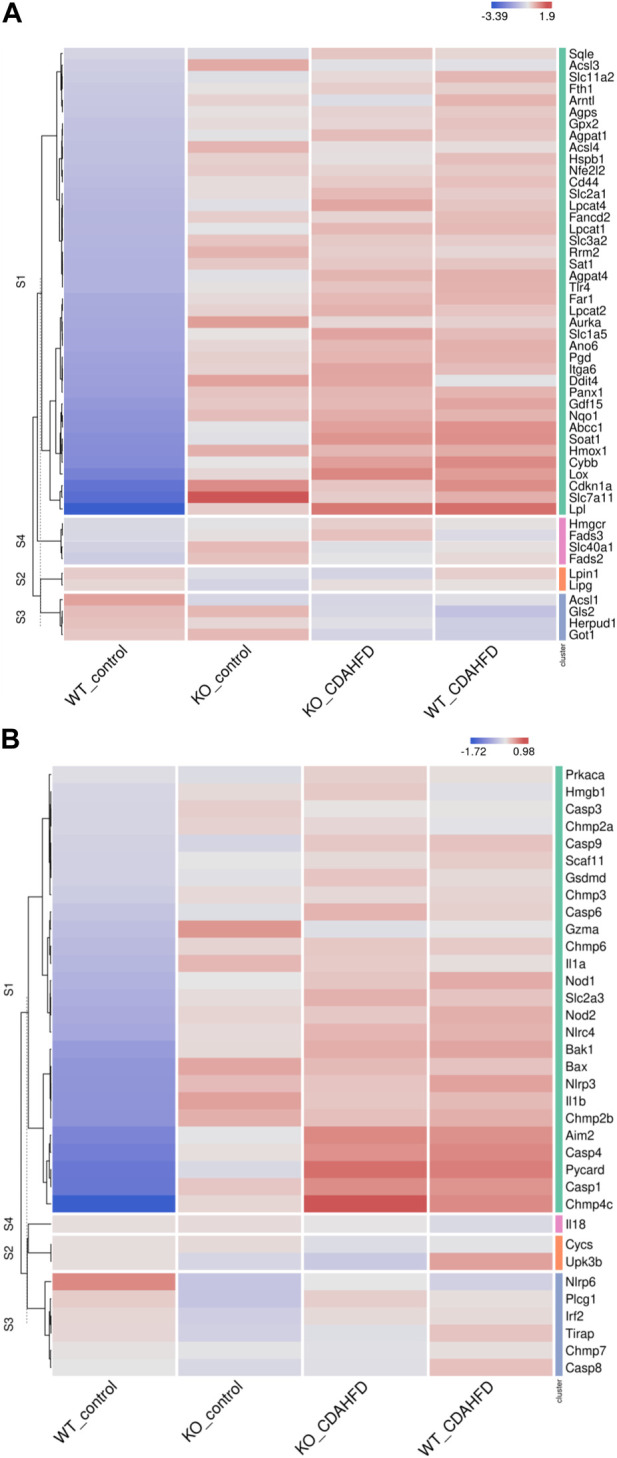
Heatmap representation of **(A)** ferroptosis and **(B)** pyroptosis signature in WT or PPARα KO mice on a 6-week chow or CDAHFD.

Altogether, these results suggest that PPARα function is essential to prevent the epigenetic transition from lipid homeostasis to MASH/MASLD lipotoxicity. In addition, epigenetic ferroptosis/pyroptosis biomarkers might hold promise as new precision medicine tools in MASLD/MASH disease management and patient stratification of lipotoxic liver damage.

## 4 Discussion

The nuclear receptor PPARα is a critical regulator of lipid metabolism and MASLD progression. Surprisingly, PPARα ligands have only shown limited therapeutic benefits against MASLD in (pre)clinical trial studies (Lange et al., 2022). Of special note, recent evidence suggests a possible involvement of epigenetic silencing mechanisms in PPARα functions in MASLD progression which may counteract therapeutic actions of PPAR ligands (Theys et al., 2022). In this respect, to further characterise reciprocal crosstalk of epigenetic regulatory mechanisms with PPARα functions in lipid metabolism and MASLD progression, we have cross compared DNA methylation and gene expression patterns of chow or CDAHFD hepatocyte-specific PPARα KO mice versus liver biopsies of MASLD/MASH patient samples.

Upon comparing gene expression changes of liver biopsies of hepatocyte-specific PPARα KO mice versus WT mice following 6-week chow diet, or WT mice following 6-week CDAHFD, we observed strong similarities in transcriptome signatures with the CDAHFD WT mice. This reveals that CDAHFD phenocopies to some extent a genetic KO of PPARα liver functions. 

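Distances between libraries were computed on log2 CPM with a prior count of 2 over the genes tested, as Euclidean distances in log2 units. The 6 pairs of a KO chow and a WT CDAHFD library lay 95.3 ± 5.53 apart (SD over pairs), from 86.6 to 101.5. The 8 pairs of a KO chow and a WT chow library lay 169.4 ± 13.1 apart, from 153.0 to 191.1, so the ranges did not overlap. WT CDAHFD and WT chow libraries were 178.8 apart on average, and KO CDAHFD and WT chow libraries 187.6. Libraries of the same group had mean distances of 92.4 over 6 pairs in WT chow, from 79.6 to 104.6, 55.2 over 3 pairs in WT CDAHFD and 71.4 over 3 pairs in KO CDAHFD, and 78.5 for the single pair in KO chow. KO CDAHFD libraries lay 73.3 from WT CDAHFD libraries and 98.4 from KO chow libraries. WT chow libraries thus lay about as far from each other as KO chow from WT CDAHFD libraries. The pairs share libraries and are not independent, and no test was run on them. With no filter on low counts, KO chow lay 120 from WT CDAHFD and 188 from WT chow, and with at least 10 counts in every library 62.8 and 111, and both alternatives were chosen after the data were seen. The first principal component held 67.1% of the variance and the second 7.86%.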

QPCR and western blot analysis of PPARα expression indeed confirmed a lack of PPARα protein expression, whereas CDAHFD revealed significantly decreased PPARα expression as compared to chow diet fed WT mice. Moreover, in line with the gene expression profiles in mice, publicly available gene expression datasets of liver biopsies of MASLD/MASH patients show high similarities with the PPARα KO transcriptome signature, which reveals loss of PPARα function in these patients. This is in line with reduced PPARα expression levels which have been observed in MASH/MASLD patients (Francque et al., 2015). 

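The MASLD/MASH patient signature of Supplementary Table S3 lists 184 genes, of which 49 drawn in Figure 2B and 114 others were tested in the mouse libraries. Their median log2 fold change relative to WT chow was 0.10 in KO chow, -0.17 in WT CDAHFD and -0.12 in KO CDAHFD (camera, adjusted p = 0.141, 0.809 and 0.899). In KO chow 39 genes were higher and 20 lower, in WT CDAHFD 37 and 48, and in KO CDAHFD 43 and 41. The 114 genes not drawn had medians of -0.039, -0.273 and -0.219 in the same order. Of these 114, 5 were higher and 20 lower in KO chow, 5 and 47 in WT CDAHFD, and 8 and 40 in KO CDAHFD. Adjusted over the whole list alone, 39 and 18 genes passed in KO chow. In KO chow the direction of the whole signature depended on single libraries, with a median from -0.03 to 0.23 over the fits that each left out 1 library. With library size as the only scaling the medians were 0.50, 0.39 and 0.49, where the shift in KO chow lies above that of all genes and those in WT CDAHFD and KO CDAHFD lie under it. The rotation test fry gave an adjusted p of 0.0109 in KO chow. The direction of each gene in the patients was not used here, so these values cannot decide whether the whole signature changed as in the patients.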

Reciprocally, we observed that transcriptome profiles of CDAHFD fed WT and PPARα KO mice also show high similarity to a MASLD/MASH patient signature, which suggests that CDAHFD fed WT and PPARα KO mice are clinically relevant mouse models for molecular biochemical investigation of MASH/MASLD disease. In line with these results, histological staining of liver biopsies confirmed increased frequency of lipid droplets in chow fed PPARα KO mice (stage 2, isolated steatosis), as well as inflammatory ballooning and fibrosis properties in CDAHFD fed PPARα KO/WT mice (stage 3, MASH). These results also confirm the data of Matsumoto et al. (2013) who has previously shown that a CDAHFD can induce MASH with fibrosis in mice in 6-week time, which is relatively fast compared to classical HFD used to induce MASLD in mice. By studying this mouse model, we were able to functionally characterize epigenetic driver and passenger functions of PPARα in lipid metabolism in relation to MASLD/MASH, which has not been addressed before.

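Of the 50 transcription factors and nuclear receptors in Figure 3A, 39 were differentially expressed in both KO chow and WT CDAHFD relative to WT chow, 33 higher in both and 6 lower in both. In KO CDAHFD, 32 of those higher and 4 of those lower changed the same way. Of the 41 epigenetic factors in Figure 3B, 13 were differentially expressed in both, 7 higher and 6 lower, and in KO CDAHFD 6 of those higher and 5 of those lower changed the same way.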

Remarkably, diet and genetic PPARα knockout mice elicit similar transcriptional activation of multiple transcription factors, steroid hormone receptors and epigenetic factors involved in metabolic stress responses in the liver (Figures 3A, B). This is not completely unexpected, since loss of hepatocyte PPARα function results in loss of lipid metabolism homeostasis due to impaired fatty acid, bile acid and amino acid catabolic processes (Figure 1D) which results in major changes in the lipidome composition (Régnier et al., 2020). Accordingly, multiple compensation mechanisms of lipid sensing transcription factors and nuclear hormone receptors (Myc, NR4A1, NR4A3, PPARδ/γ, E2F1, PPARGC1B, Nrf2/NFE2L2, TCF21) are activated to mitigate lipidomic stress and to alleviate mitochondrial metabolic stress (Walczak and Tontonoz, 2002; Zirath et al., 2013; Denechaud et al., 2015; Sharma et al., 2018; Yan et al., 2018; Li et al., 2020; Cariello et al., 2021; Mohs et al., 2021; Ni et al., 2023). Similarly, expression of various epigenetic factors (DNMT, TET, SIRT, HDAC, Uhrf1) changes upon lipid metabolic inflammatory stress (Kemper et al., 2013; Ding et al., 2017; Keleher et al., 2018; Wang et al., 2020; Byrnes et al., 2022; Hou et al., 2022; Dong, 2023; Sukur et al., 2023), some of which contain PPRE motifs in their gene promoters (Supplementary Table S5). 

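Of the 9 genes named here, counting PPARδ and PPARγ as Ppard and Pparg, 7 were higher in both KO chow and WT CDAHFD than in WT chow and 6 were higher in KO CDAHFD. The median log2 fold changes were 1.27, 1.15 and 0.94 (camera, adjusted p = 3.94e-04, 0.0027 and 0.00815). With a correlation between genes estimated from the data, these genes were not past the threshold in WT CDAHFD and KO CDAHFD. Myc (ENSMUSG00000022346, chromosome 15 from 61985391 to 61990374) rose from 2.06 ± 0.746 CPM in WT chow to 28.2 ± 2.19 in KO chow, 29.5 ± 4.85 in WT CDAHFD and 18.9 ± 5.28 in KO CDAHFD, by 3.76 (SE 0.28, adjusted p = 8.61e-07), 3.83 (SE 0.26, adjusted p = 2.00e-07) and 3.19 (SE 0.26, adjusted p = 7.38e-07). Pparg (ENSMUSG00000000440, chromosome 6 from 115360951 to 115490399) rose from 5.22 ± 2.24 to 22.1 ± 0.736, 25.8 ± 1.4 and 25.9 ± 2.08 CPM, by 2.08, 2.31 and 2.31 (adjusted p = 5.89e-05, 7.23e-06 and 6.66e-06). Nr4a3 (ENSMUSG00000028341, chromosome 4 from 48045153 to 48086447) rose by 3.6 in KO chow and 3.77 in WT CDAHFD (adjusted p = 3.43e-05 and 7.14e-06), Tcf21 (ENSMUSG00000045680, chromosome 10 from 22817281 to 22820174) by 1.05 and 1.31 (adjusted p = 0.00719 and 5.81e-04) and E2f1 (ENSMUSG00000027490, chromosome 2 from 154559407 to 154569892) by 1.27 and 0.87 (adjusted p = 2.56e-04 and 0.00133). Nfe2l2 (ENSMUSG00000015839, chromosome 2 from 75675513 to 75704641) rose by 0.91 (SE 0.14, adjusted p = 2.57e-04) in KO chow and 0.80 (SE 0.13, adjusted p = 1.88e-04) in WT CDAHFD. Nr4a1 (ENSMUSG00000023034, chromosome 15 from 101254269 to 101274795) rose by 1.40 in KO chow (adjusted p = 0.00599) and 1.15 in WT CDAHFD (adjusted p = 0.00772), the latter not past the threshold without WT CDAHFD replicate 2 (0.84, adjusted p = 0.0544), and was not past it in KO CDAHFD (0.70, adjusted p = 0.0788). Ppard (ENSMUSG00000002250, chromosome 17 from 28232700 to 28301474) was not differentially expressed, with 35 ± 32.8 CPM in WT chow and log2 fold changes of -1.12, -1.25 and -1.14 (adjusted p = 0.257, 0.124 and 0.156). The size of its decrease rests largely on WT chow replicate 1, with 75.5 CPM against 7.77 to 47.8 in the other WT chow libraries. Without that library the log2 fold changes were -0.42, -0.54 and -0.42 in the same order, none past the threshold. Without WT chow replicate 3 its decrease passed the threshold in WT CDAHFD (-1.57, adjusted p = 0.0353) and KO CDAHFD (-1.46, adjusted p = 0.0476), and without WT chow replicate 4 in WT CDAHFD (-1.56, adjusted p = 0.0457). It also passed it with no filter in WT CDAHFD (adjusted p = 0.0192) and KO CDAHFD (adjusted p = 0.0339), and in WT CDAHFD with the clock score as a covariate, chosen after seeing the data (adjusted p = 0.0163). Ppargc1b (ENSMUSG00000033871, chromosome 18 from 61298136 to 61400431) was not differentially expressed either, with 5.56 ± 3.64 CPM in WT chow and log2 fold changes of -0.79, -0.74 and -0.90 (adjusted p = 0.37, 0.305 and 0.21). In KO chow it was -2.06 without KO chow replicate 2 and -0.12 without replicate 1, with no test. Over the fits that each left out a library it ran from -1.04 to -0.227 in WT CDAHFD and from -1.47 to -0.373 in KO CDAHFD. With the clock score as a covariate, chosen after seeing the data, its decrease in KO CDAHFD passed the threshold (-1.21, adjusted p = 0.018).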

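Uhrf1 (ENSMUSG00000001228, chromosome 17 from 56303321 to 56323486) rose from 0.47 ± 0.209 CPM in WT chow (SD, n = 4) to 8.26 ± 3.76 in KO chow (SD, n = 2), 7.18 ± 0.64 in WT CDAHFD (SD, n = 3) and 7.86 ± 1.1 in KO CDAHFD (SD, n = 3), by log2 fold changes of 4.10 (SE 0.32, adjusted p = 1.14e-06), 3.89 (SE 0.30, adjusted p = 4.61e-07) and 4.03 (SE 0.30, adjusted p = 3.37e-07). Dnmt1 (ENSMUSG00000004099, chromosome 9 from 20907209 to 20959888) rose from 16.7 ± 1.21 CPM to 22.5 ± 5.11, 29.6 ± 2.27 and 27.9 ± 4.46 CPM, by 0.43 (SE 0.16, adjusted p = 0.0445), 0.82 (SE 0.14, adjusted p = 2.92e-04) and 0.74 (SE 0.14, adjusted p = 6.49e-04). The increase of Dnmt1 in KO chow was 0.18 without KO chow replicate 2 and 0.66 without replicate 1, without a test in either. It was not past the threshold with a model over only the groups compared (adjusted p = 0.075), with the replicate number as a block (adjusted p = 0.0955), or in 6 of the 10 other fits that left out a library (adjusted p from 0.0545 to 0.0792). Sirt3 (ENSMUSG00000025486, chromosome 7 from 140863666 to 140882309), which overlaps Ric8a and Psmd13, fell from 85.7 ± 20.8 CPM in WT chow to 35 ± 4.71, 43.1 ± 3.53 and 39.4 ± 2.01 CPM, by -1.29 (SE 0.20, adjusted p = 2.71e-04), -0.99 (SE 0.17, adjusted p = 3.68e-04) and -1.12 (SE 0.17, adjusted p = 1.36e-04).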

Although the full mechanism has not been resolved, it appears that there is reciprocal regulation between PPARα protein levels versus expression of DNMT, TET and other DNA-methyl binding proteins such as Uhrf1 (Unoki et al., 2004; Ashraf et al., 2017; Ren, 2022). Moreover, besides transcriptional control mechanisms, PPARα-dependent β-oxidation also promotes (mitochondrial) protein hyperacetylation via increased acetyl-coA production, which can change protein function, localisation, interaction and/or stability (Pougovkina et al., 2014).

Not surprisingly, diet and genetic loss of PPARα hepatocyte function trigger massive DNA methylation changes of multiple genes associated with fatty acid, bile acid and steroid hormone receptor pathways, including PPARα, which changes the expression of multiple lipid metabolic genes (Figure 5). 

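Retsat (ENSMUSG00000056666, chromosome 6 from 72598475 to 72608425) fell from 414 ± 60.1 CPM in WT chow (SD, n = 4) to 101 ± 0.128 in KO chow (SD, n = 2), 106 ± 9.86 in WT CDAHFD (SD, n = 3) and 63.2 ± 1.94 in KO CDAHFD (SD, n = 3), log2 fold changes of -2.04 (SE 0.15, adjusted p = 7.42e-07), -1.97 (SE 0.13, adjusted p = 1.18e-07) and -2.71 (SE 0.13, adjusted p = 1.62e-08). It was also lower in KO CDAHFD than in WT CDAHFD (-0.74, adjusted p = 0.0293), but not past the threshold with library size as the only scaling (adjusted p = 0.0783), nor in 6 of the 12 fits that each left out a library (adjusted p from 0.058 to 0.15). Fabp1 (ENSMUSG00000054422, chromosome 6 from 71199827 to 71205023) fell from 3474 ± 379.9 to 1372 ± 249.5, 1065 ± 96.6 and 813 ± 121 CPM in the same order, by -1.34 (SE 0.17, adjusted p = 6.29e-05), -1.71 (SE 0.15, adjusted p = 1.45e-06) and -2.09 (SE 0.15, adjusted p = 2.91e-07). Eci1 (ENSMUSG00000024132, chromosome 17 from 24426641 to 24439348) fell from 143 ± 18.2 to 63.5 ± 3.16, 85.1 ± 9.72 and 51.8 ± 5.82 CPM, by -1.17 (SE 0.15, adjusted p = 5.87e-05), -0.75 (SE 0.13, adjusted p = 3.40e-04) and -1.46 (SE 0.13, adjusted p = 1.42e-06), and its decrease in WT CDAHFD was -0.19 (adjusted p = 0.164) with library size as the only scaling. Between KO CDAHFD and WT CDAHFD, Eci1 differed by -0.72 (adjusted p = 0.0467), which was not past the threshold in 10 of the 12 fits that each left out 1 library. Eci2 (ENSMUSG00000021417, chromosome 13 from 34977748 to 35027096) fell from 219.5 ± 76.1 to 70.4 ± 4.43, 97.4 ± 18.2 and 49.2 ± 7.94 CPM, by -1.64 (SE 0.28, adjusted p = 5.80e-04), -1.17 (SE 0.24, adjusted p = 0.00124) and -2.16 (SE 0.25, adjusted p = 1.23e-05). Eci2 differed by -0.985 between KO CDAHFD and WT CDAHFD. This difference ran from -1.11 to -0.833 over the 12 fits, with its direction and side of the threshold unchanged. Cyp7a1 (ENSMUSG00000028240, chromosome 4 from 6265612 to 6275633) rose from 57.6 ± 29.4 CPM in WT chow to 192 ± 140.4 in KO chow, by 1.74 (SE 0.62, adjusted p = 0.0413). This increase was 0.70 without KO chow replicate 2 and 2.36 without replicate 1, with no test in either. It was not past the threshold under DESeq2's Wald test (adjusted p = 0.0656), nor in 4 of the 10 other fits that left out a library (adjusted p from 0.0513 to 0.0885). In WT CDAHFD, with 87.8 ± 29.7 CPM, and in KO CDAHFD, with 146 ± 128 CPM, Cyp7a1 was not differentially expressed (0.61 and 1.34, adjusted p = 0.394 and 0.0641), though its KO CDAHFD increase passed the threshold without KO CDAHFD replicate 2 (1.74, adjusted p = 0.0235), WT chow replicate 4 (adjusted p = 0.0434) or KO chow replicate 1 (adjusted p = 0.0495), with library size as the only scaling (adjusted p = 0.0102) and with no filter (adjusted p = 0.00147). Without KO CDAHFD replicate 3 it was 0.34 (adjusted p = 0.617).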

Since bisulfite sequencing does not discriminate between DNA methylation and hydroxymethylation changes, epigenetic changes trigger mixed metabolic gene silencing-activation effects involved in lipid metabolism and MASLD (RETSAT, FABP1, Eci1/2, Cyp7a1) (Lyall et al., 2016; Chiang, 2017; Heidenreich et al., 2017; Mukai et al., 2017; Lyall et al., 2020; Rom et al., 2020). Moreover, epigenetic changes following loss of PPARα functions seem to fail to mitigate liver metabolic dysfunctions (autophagy, mitophagy, lipophagy), since downstream gene expression profiles and key regulatory proteins of ferroptosis and pyroptosis lipotoxicity pathways are highly enriched (Figures 7, 8). Indeed, liver overload of fatty acid and bile acid metabolites promotes lipid peroxidation ferroptosis damage and sensitizes for inflammation-induced steatosis-pyroptosis (Figure 8), which can finally trigger liver fibrosis and cirrhosis or hepatocellular carcinoma (Tsurusaki et al., 2019; Wu et al., 2019; Gaul et al., 2021; Wu et al., 2021; Zhang et al., 2021; Chen et al., 2022; Knorr et al., 2022). Accordingly, we identified various epigenetic changes in ferroptosis-pyroptosis target genes in liver biopsies of late-stage MASLD/MASH patients, which could hold promise as novel stochastic biomarkers of lipid-related inflammatory liver damage (Figure 9; Supplementary Table S6), besides fibrosis stage (Sokolowska et al., 2022; Sun et al., 2022) or epigenetic clock age (Loomba et al., 2018; Li et al., 2022). 

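Gpx4 (ENSMUSG00000075706, chromosome 10 from 80047166 to 80056439), the glutathione peroxidase that removes lipid peroxides, had 209 ± 14 CPM in WT chow (SD, n = 4), 374 ± 81.6 in KO chow (SD, n = 2), 352 ± 30.5 in WT CDAHFD (SD, n = 3) and 331 ± 19.5 in KO CDAHFD (SD, n = 3), increases of 0.84 (SE 0.13, adjusted p = 3.08e-04), 0.75 (SE 0.12, adjusted p = 1.95e-04) and 0.66 (SE 0.12, adjusted p = 4.84e-04). Casp1 (ENSMUSG00000025888, chromosome 9 from 5298517 to 5307265) rose from 2.94 ± 0.671 CPM to 8.69 ± 1.48, 10.2 ± 1.04 and 10.2 ± 1.34 CPM in the same order, by 1.55 (SE 0.20, adjusted p = 7.35e-05), 1.78 (SE 0.19, adjusted p = 6.08e-06) and 1.78 (SE 0.19, adjusted p = 5.70e-06). Nlrp3 (ENSMUSG00000032691, chromosome 11 from 59541568 to 59566956) rose from 1.53 ± 0.366 to 4.14 ± 0.245, 4.33 ± 0.406 and 3.42 ± 0.585 CPM, by 1.43 (SE 0.22, adjusted p = 2.71e-04), 1.49 (SE 0.20, adjusted p = 5.28e-05) and 1.15 (SE 0.20, adjusted p = 4.18e-04). The counts are of whole liver, where 13 macrophage markers also rose, by medians of 1.82, 2.44 and 2.31 in the same order. The increases of Casp1 and Nlrp3 therefore cannot be assigned to hepatocytes.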

Interestingly, PPARα was recently shown to protect against liver ferroptosis and might further suppress pathological progression into liver pyroptosis-fibrosis-cirrhosis (Grabacka et al., 2021; Xing et al., 2022; Qiu et al., 2023; Xiao et al., 2023). Of special note, PPARα DNA-binding was demonstrated to the Gpx4 promoter by ChIP experiments (Xing et al., 2022). These findings suggest that ferroptosis inhibitors and epigenetic drug combination therapies with PPAR ligands could hold promise to treat MASLD/MASH.

**FIGURE 8:**
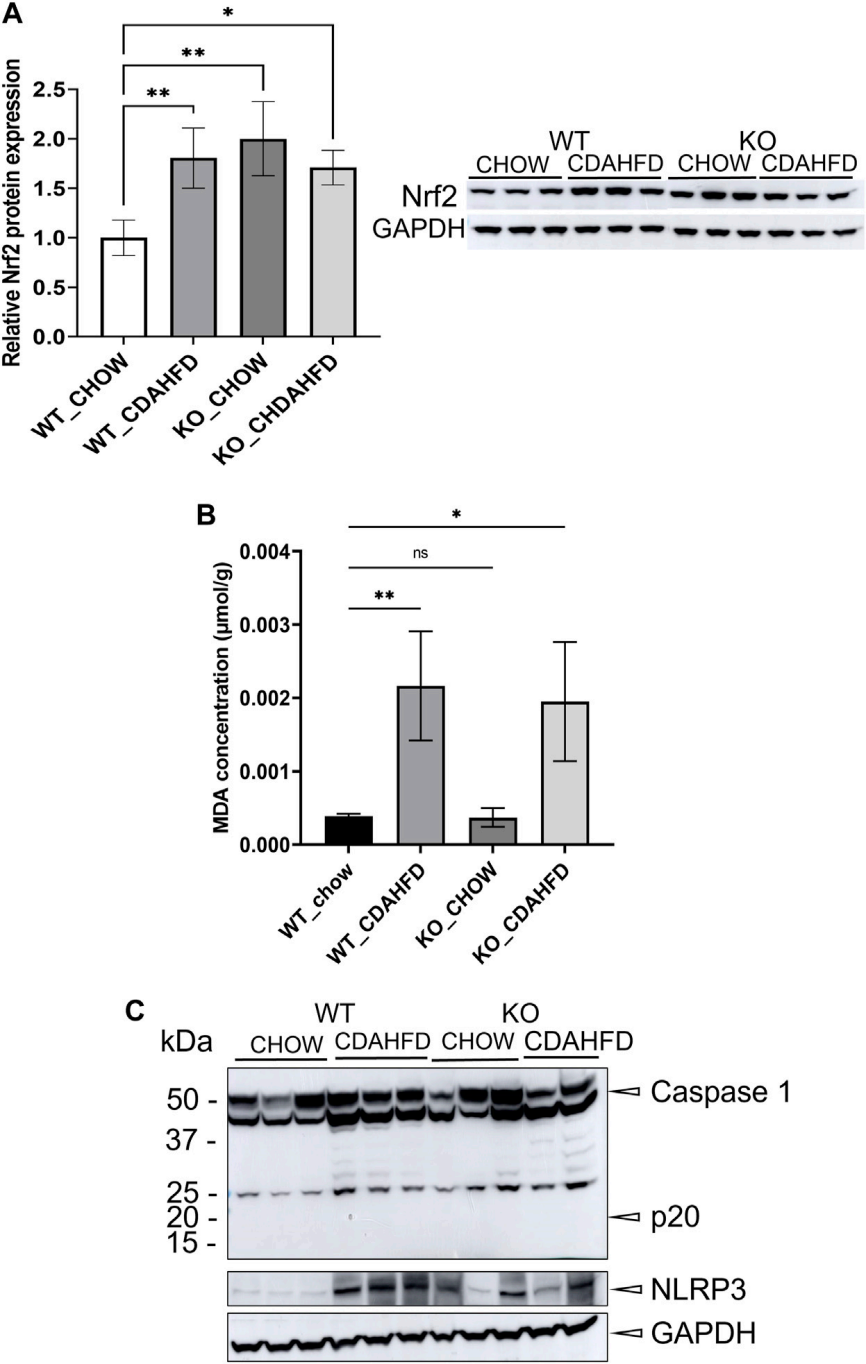
**(A)** Western blot detection and quantification of NRF2 and GAPDH protein expression levels and **(B)** MDA concentration in liver samples of WT and KO mice after a 6-week chow or CDAHFD **(C)** Western blot detection of Caspase 1, NLRP3 and GAPDH in WT and KO mice after a 6-week chow or CDAHFD. Data are plotted as the mean ± s.d (ns *p* > 0.05, *p < 0.05, **p < 0.01 ***p < 0.001).

**FIGURE 9:**
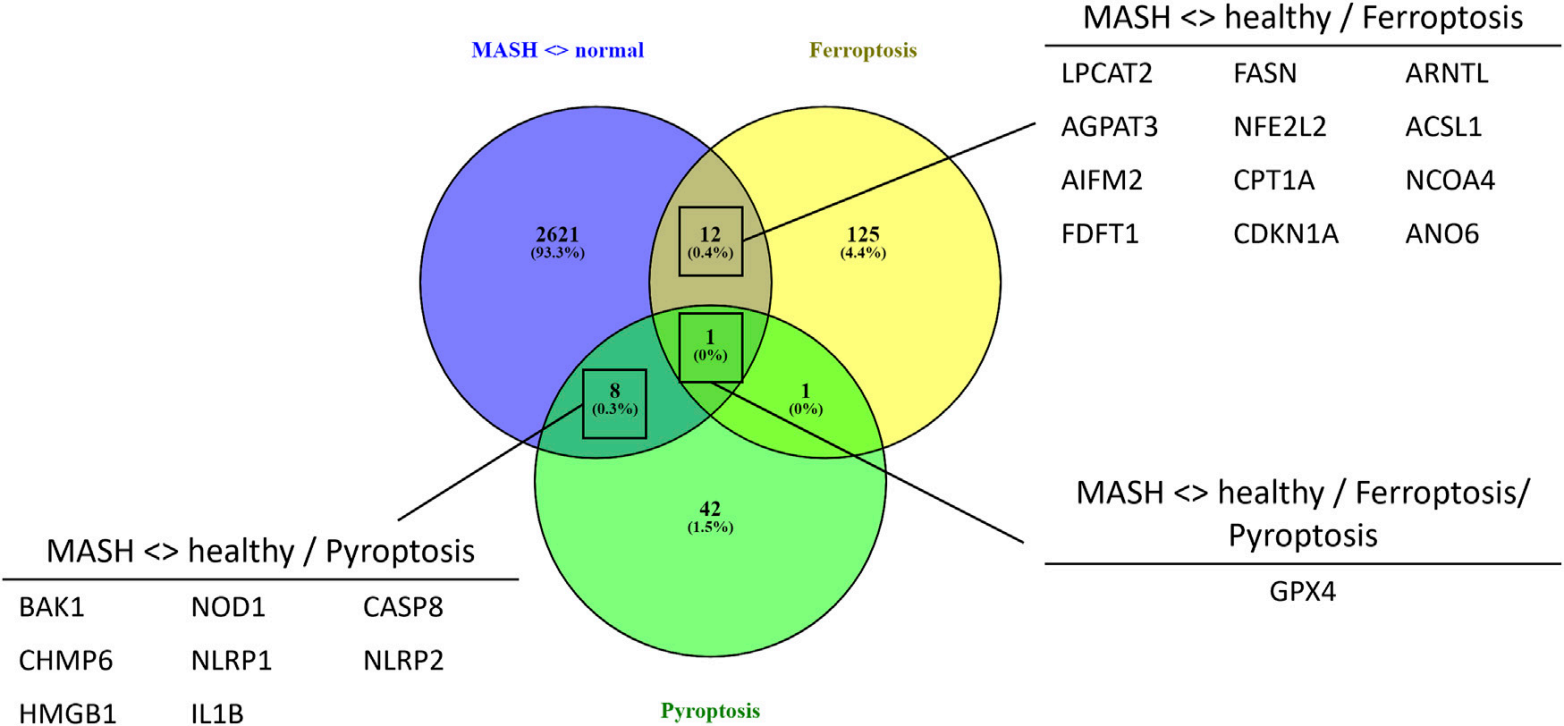
Venn diagram showing the overlap between significant differentially methylated genes in MASH patients compared to normal liver controls and a ferroptosis or pyroptosis signature (*p*-value <0.05, DB>|0.3|).

In conclusion, we demonstrate that loss of PPARα function promotes epigenetic dysregulation of lipid homeostasis, driving ferroptosis and pyroptosis lipotoxicity in MASLD. Of special note, loss of function of a single lipid metabolic PPARα hub seems to cause a lipidomic shockwave of gene expression changes of lipid sensing transcription factors and epigenetic enzymes, which fail to mitigate lipid metabolic stress and trigger epigenetic transition towards lipid hepatotoxicity driving fibrosis. This may explain why monotargeted therapeutic strategies in MASLD/MASH may not be effective to “cure” the multi-factorial nature of MASLD involving genetic predisposition, environmental factors (lifestyle, diet), insulin resistance, disordered lipid metabolism, mitochondrial dysfunction, lipotoxicity, hyperinflammation, oxidative stress, etc. This urges for applying integrative multi-omics systems biology approaches (incorporating data on genetic variants, epigenetic phenomena (i.e., DNA methylation, histone modifications and long non-coding RNA affecting gene expression), gut microbiota dysbiosis, and metabolomics/lipidomic fingerprints) to gain a deeper understanding of the molecular and physiological processes underlying MASLD pathogenesis and phenotype heterogeneity, as well as facilitating the further identification of lipidome-associated epigenetic biomarkers of disease progression and therapeutic targets for the implementation of tailored nutritional strategies (Buzzetti et al., 2016; Soltis et al., 2017; Fang et al., 2018; Ore and Akinloye, 2021; Minami et al., 2023). In this respect, besides pharmaceutical combination therapies, diet interventions and herbal phytomedicinal therapies may also have a role to play in the treatment of MASLD, due to their numerous bioactive constituents and the multiple pharmacological actions they exhibit (Gao et al., 2020; Ore and Akinloye, 2021; Cheng et al., 2022). Finally, to capture a full understanding of adverse MASLD epigenome dysregulation, it will be mandatory to also integrate the complex epi-lipidomic post-translational modification landscape of transcription factors, histones and epigenetic modifiers which control the lipid metabolic network signalling activities in MASLD progression (Amado et al., 2014; Kebede et al., 2017; Sabari et al., 2017; Nieborak and Schneider, 2018; Bartke and Schneider, 2020; Dai et al., 2020; Arima et al., 2021; Guerra et al., 2022).

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, GSE238173 https://www.ncbi.nlm.nih.gov/, GSE238201.

# Supplementary material for: Loss of PPARα function promotes epigenetic dysregulation of lipid homeostasis driving ferroptosis and pyroptosis lipotoxicity in metabolic dysfunction associated Steatotic liver disease (MASLD)
**Source:** Front Mol Med. 2024 Jan 8;3:1283170. doi: 10.3389/fmmed.2023.1283170
**Supplement:** Supplementary file 1

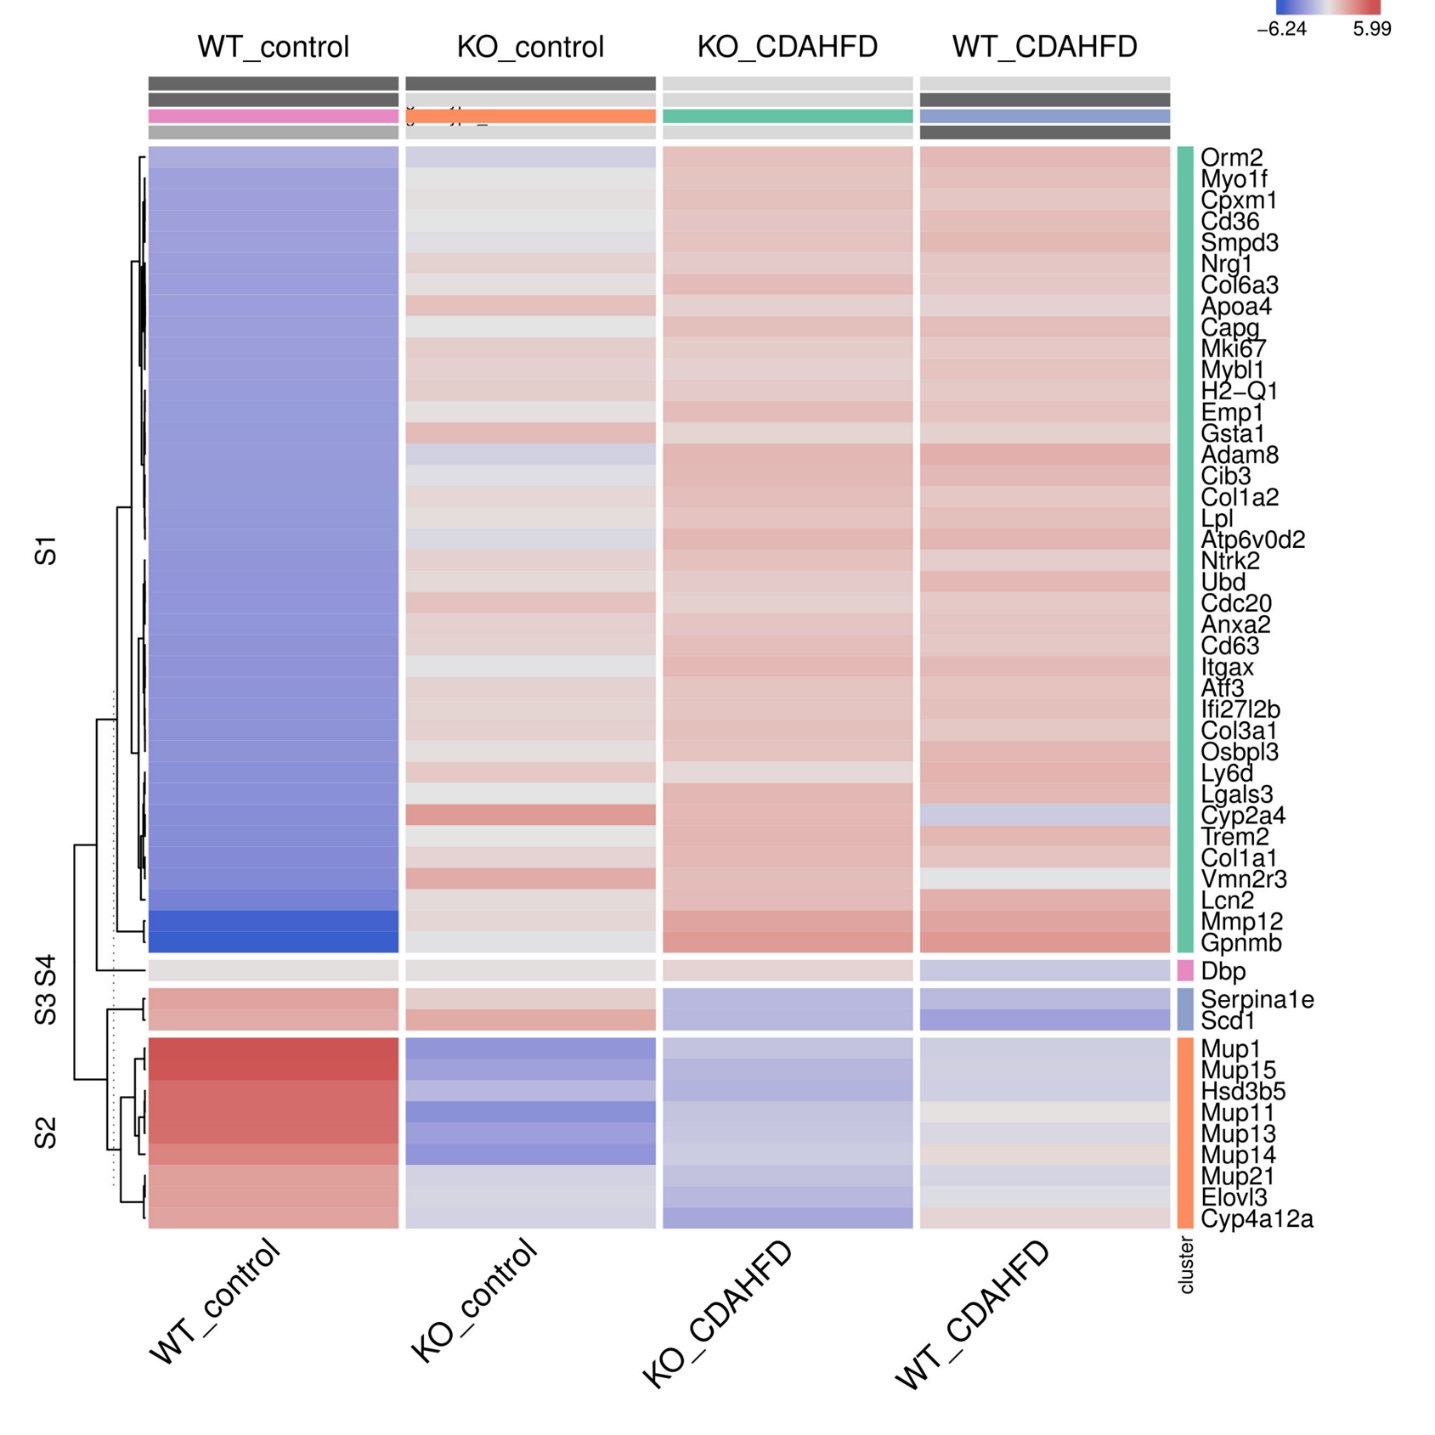

**Supplementary figure 1: Heatmap representation of differentially expressed genes in WT or PPARα KO mice on a 6-week chow or CDAHFD showing a similar expression in genes induced by a diet induced downregulation or KO of PPARα.**

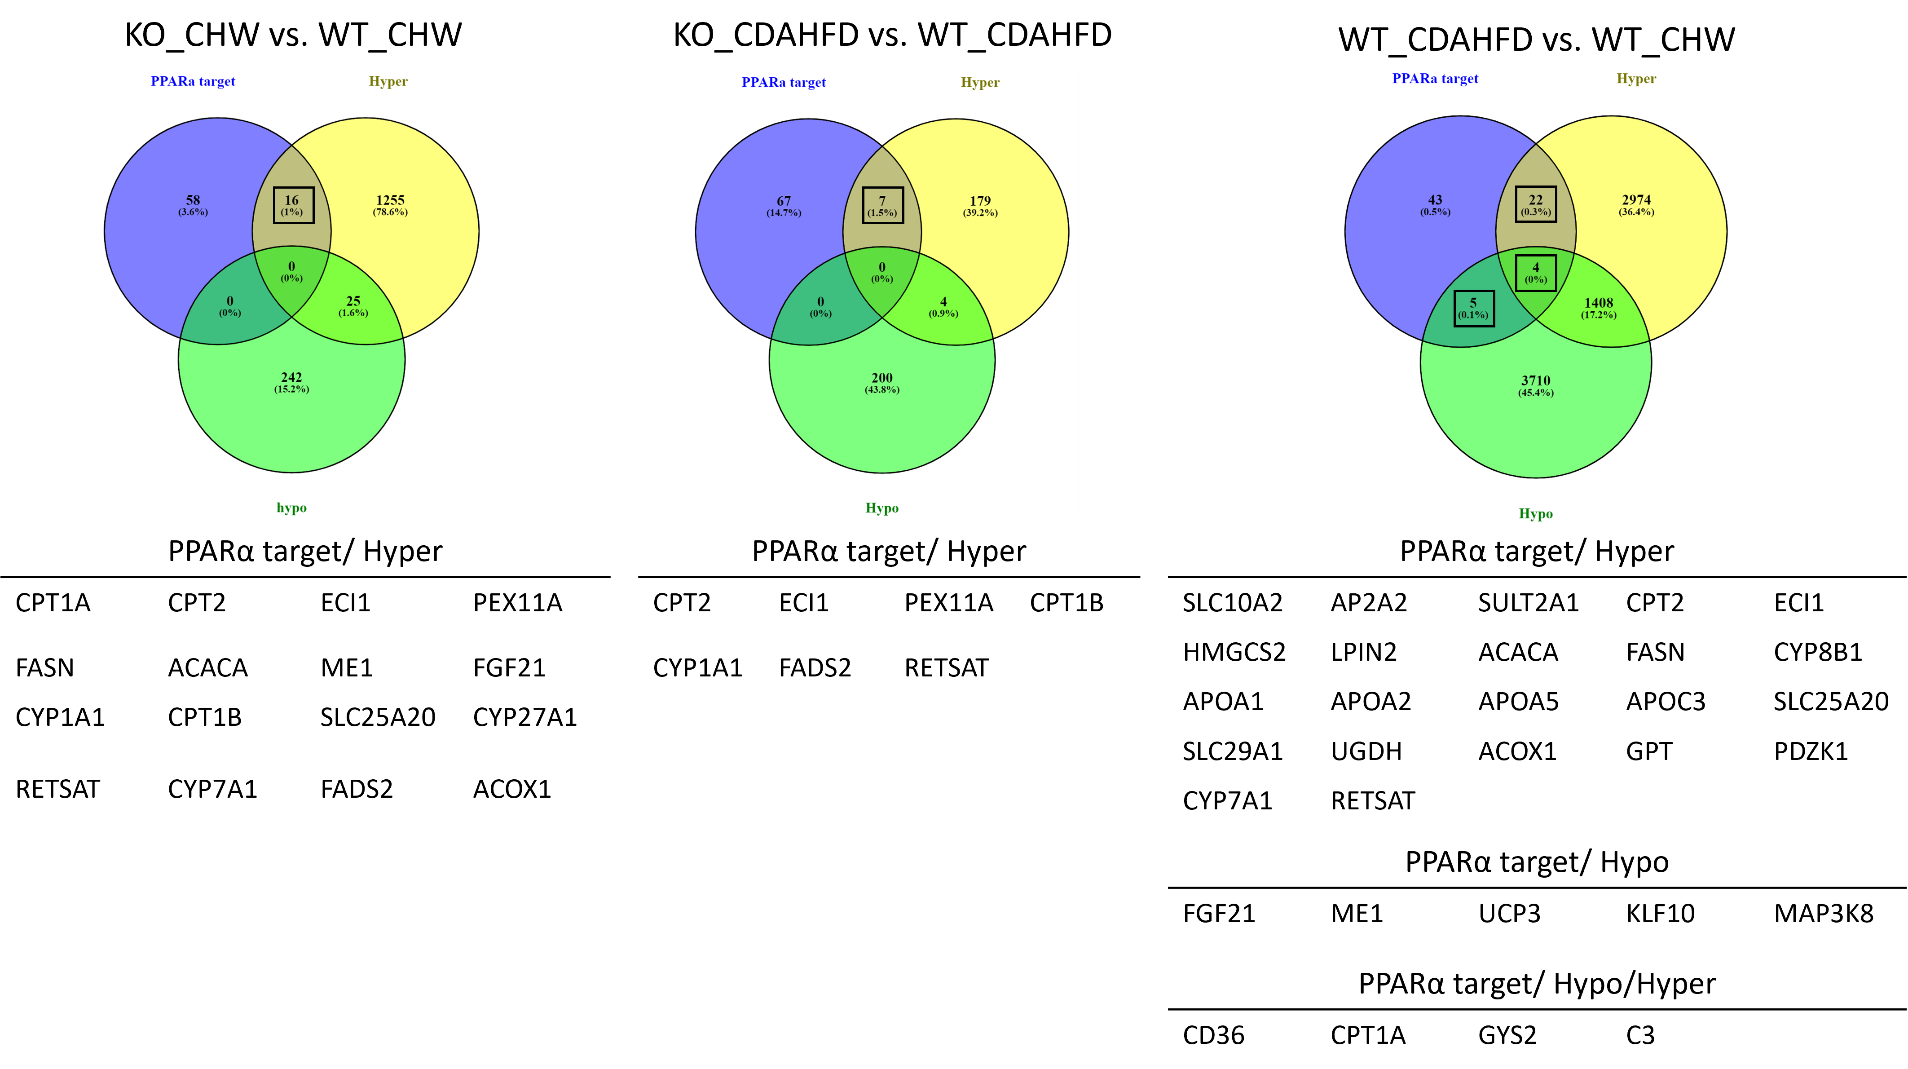

**Supplementary figure 2: Venn diagram showing the overlap between significantly hypermethylated (hyper), hypomethylated (hypo) probes and a list of PPARα target genes (PPARa target) in KO mice versus WT mice on a chow diet (left; FDR<0.05; DB>|0.15|), KO mice versus WT mice on a CDAHFD (middle; FDR<0.05; DB>|0.1|) and WT mice on a CDAHFD versus chow diet (right; FDR<0.05; DB>|0.15|).**

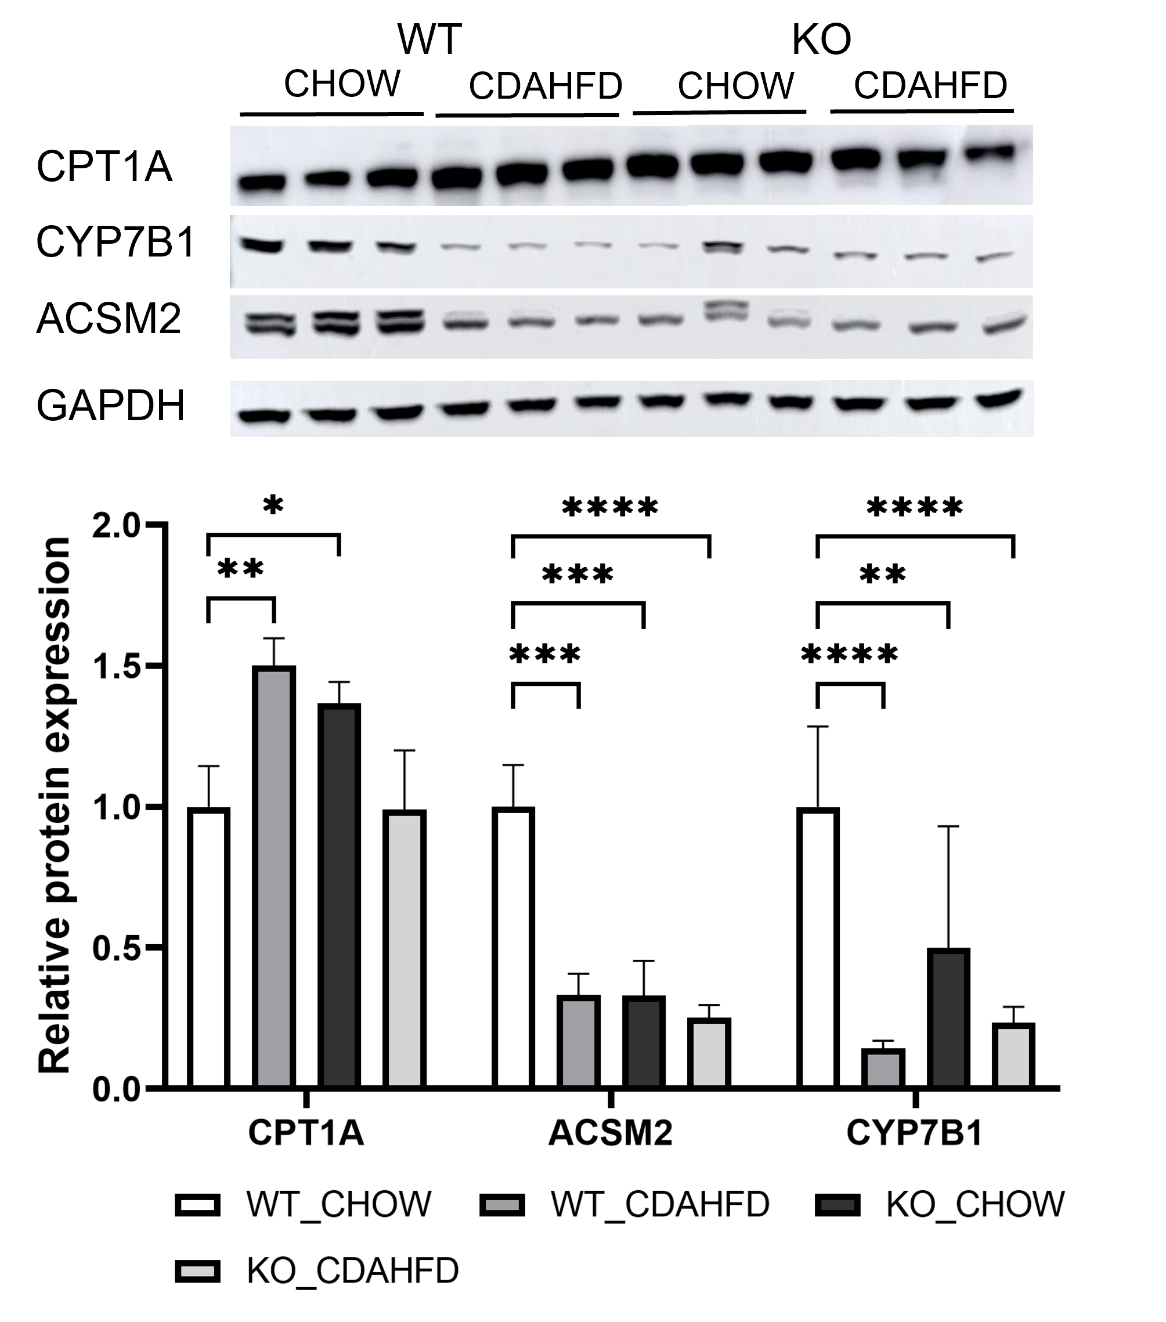

**Supplementary figure 3: Western blot detection and relative quantification of CPT1A, ACSM2, CYP7B1 and normalized against GAPDH protein expression levels in WT or PPARα KO mice on a 6-week chow diet or CDAHFD (ns p > 0.05, *p < 0.05, **p < 0.01 ***p < 0.001, ****p < 0.0001).**

How the deposited data were processed for this re-analysis (not part of the article)

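Liver RNA of 12 mice was analysed: 4 WT mice on chow diet (WT chow), 3 WT mice on CDAHFD (WT CDAHFD), 2 hepatocyte-specific PPARα KO mice on chow diet (KO chow) and 3 KO mice on CDAHFD (KO CDAHFD), each after 6 weeks of diet. The paper's methods state 3 mice of each treatment group. Supplementary Table 2 scores the histology of 3 KO mice on chow and 2 on CDAHFD, the reverse of the libraries, and the label of KO chow replicate 2 carries the number 3. This was not resolved here, and the groups of the labels were used. Each library was taken as a mouse of its own, and group and replicate number were taken from the sample titles and the genotype and treatment fields. The values are read counts per Ensembl gene, without normalization. According to the paper, poly-A selected RNA was sequenced on an Illumina NovaSeq, read quality was checked with FastQC, reads were aligned to GRCm38 with STAR, and differential expression was computed with DESeq2 and the Omics Playground. The paper's text does not name the program that counted the reads, the annotation release or a threshold for differential expression of RNA. The libraries are non-directional, so a read in the overlap of genes on opposite strands cannot be assigned by strand. A limit of this kind applies to a named gene where an overlapping gene held at least 10 percent of its counts. It is given beside such genes except for the following, to which it applies too: Cerkl (Itga4), Hmgb1 (Uspl1), Il18 (Bco2), Jmjd8 (Stub1), Plcg1 (Zhx3), Sirt2 (Nfkbib), Slc44a3 (A530020G20Rik) and Tirap (Srpr).

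The table holds 55357 genes, of which 30104 have a count in a library. Symbols and positions come from GENCODE M21, the release on GRCm38 at hand, which holds 52081 of the identifiers (94.08%) and 99.691% of the counts. The total count per library ran from 29906785 to 43551003, with a median of 36989922. A count of 0 allows up to 3 counts in a library, and limits and intervals cover counting error only. Major urinary protein genes took 2.124% of the counts in WT chow (SD 0.2524), 0.5942% in WT CDAHFD, 0.477% in KO chow and 0.4832% in KO CDAHFD.

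Analyses were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9. Genes were kept with edgeR's filterByExpr with the groups given, which left 17358 genes. Library sizes were scaled with TMM, and the factors ran from 0.7292 to 0.8268 in WT chow, 1.026 to 1.037 in KO chow, 1.121 to 1.183 in WT CDAHFD and 1.129 to 1.258 in KO CDAHFD. A quasi-likelihood model with a mean for each of the 4 groups was fitted over the 12 libraries (glmQLFit with the earlier defaults, glmQLFTest), so that the groups share the estimate of the spread, since KO chow has only 2 libraries. Adjusted p are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the genes tested, and a gene is called differentially expressed at an adjusted p under 0.05. The standard error of a log2 fold change was computed as its size divided by the square root of the F statistic. CPM values use the TMM library sizes, and spreads are SDs between libraries. Where a group has at most 3 counts in each library, the fold change is given as a bound against 3 counts.

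The comparisons were KO chow, WT CDAHFD and KO CDAHFD with WT chow, KO CDAHFD with WT CDAHFD and with KO chow, KO chow with WT CDAHFD, and the interaction of genotype and diet. The similarity of the KO chow and WT CDAHFD changes was measured as a Pearson r across genes, against 20 simulated data sets in which the groups did not differ and WT chow served both comparisons. Genes varied independently of each other in the simulated data. Distances used log2 CPM with a prior count of 2. The steps were tested on simulated data with 200 changed genes, of which 199 (99.5%) were recovered in each comparison with WT chow, with 4.33%, 5.69% and 7.44% of the calls false. These 200 genes, as many raised as lowered, are far fewer than the genes called in the data. The simulation therefore does not test the scaling where a large share of genes changes.

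Lists of genes were tested with limma's camera at a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over 28 lists per comparison. These were 11 lists of figures, supplementary tables and the text, 8 lists for the themes of Figure 1D and 9 lists of cell type markers, which leave out genes drawn in the paper's heatmaps. The theme and marker lists were written by hand from general knowledge before the data were examined, as were the comparisons, the tests and most alternatives. Lists of clock genes, haemoglobin genes, genes of the Y chromosome, and male-biased and female-biased liver genes were written after the first results, and before these genes were looked at except for Xist, Ddx3y and Cyp3a44, whose values had been seen. The male-biased and female-biased lists followed from the values of the Mup genes, Hsd3b5 and Cyp2a4, which are not in these lists. Genes of families with close paralogs (Mup, Cyp2a, Cyp2c, Cyp3a, Cyp4a, Ugt, Gsta and Acot) can exchange reads with each other, which was not tested.

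Genes named in the text were chosen by a rule set in advance. It names the genes the paper names for a measurement of expression, the 2 highest and 2 lowest called genes of each figure's list, genes of these lists that moved against the stated direction, and for each comparison with WT chow the 3 largest increases and the 3 largest decreases among called genes with a mean of at least 50 counts and no overlap between libraries. Acot1 was added after its values were seen.

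The alternatives were DESeq2's size factors, library size as the only scaling, the 20 most counted genes left out, no filter on low counts, at least 10 counts in every library, the replicate number as a block, a model over only the groups compared, DESeq2's Wald test, a log2 fold change above 1 in size in addition to the adjusted p, camera with an estimated correlation, fry, lists reduced to called genes, other measures of similarity, and each library left out in turn. Alternatives chosen after seeing the data were a clock score as a covariate, libraries thinned to the lowest total, corrections for GC content and exon length (available for 99.67% of the genes tested), edgeR's current defaults, and the alternatives for the distances. Methylation, qPCR, protein and patient data were not analysed here, and the single-gene result for 1 gene that the rule names is not reported here.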

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

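The tests of depth, of reads running on from a neighbouring gene and of reads shared between Sprr genes, and the test of the interaction with single WT chow libraries left out, were chosen after these results had been seen.

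In WT chow, the only group of at least 4 libraries, 4 of 106 measures had a library far from the others, where chance gives about 5.3. Gls2 had 369 CPM in WT chow replicate 1, and from 601.8 to 615.3 in the others. Moxd1 had 125 CPM in replicate 4 against 1.39 to 5.67, Mup7 had 5180 CPM in replicate 4 against 2803.7 to 3128, and Serpina12 had 175 CPM in replicate 4 against 100.6 to 108.5. The number of such values is no larger than chance gives, and no biological explanation was tested for them. For Moxd1 the value matters most: without WT chow replicate 4, the log2 fold change in WT CDAHFD was -6.66 in place of -9.83.

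The effect of CDAHFD differed between genotypes in 4011 genes by the test of the interaction (1498 with a positive and 2513 with a negative interaction). In 3982 of them KO chow and WT CDAHFD moved in the same direction relative to WT chow, and in 3981 of these, 99.3% of all, the interaction went against that direction, so that KO CDAHFD lay nearer the single changes than their sum on the log2 scale. The WT chow libraries enter both single changes, and their chance values would produce this pattern. With each WT chow library left out in turn, at least 3622 genes were called, which argues against a single WT chow library as the cause. Scaled by library size alone, 4944 genes were called and 13.7% of them had a positive interaction, with 3189 of the 4011 among them, so the balance of signs depends on the scaling. A saturated response, in which genotype and diet act on the same genes, is consistent with these numbers as a hypothesis, and so is a difference of the whole WT chow group that has nothing to do with genotype or diet, such as a batch, which was not tested, since the labels name no batch.

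A pair of genes that the paper does not discuss had counts in each group but WT chow. Cfap44 had 5.61 CPM in WT CDAHFD, and 56 to 309 counts in each library outside WT chow, against 0 in the 4 WT chow libraries. Sprr1a had 16.2 CPM in KO chow, and 114 to 677 counts in each library outside WT chow, against at most 1 in WT chow. Depth does not account for it: at the lowest CPM seen in another group, at least 33.2 counts of Cfap44 and 59.1 of Sprr1a would be due in each WT chow library. Reads that run on from the neighbouring Spice1 into Cfap44 do not either, since the lowest ratio of Cfap44 to Spice1 elsewhere would give 111 counts in the WT chow libraries together. Reads shared with other Sprr genes are too few, since the 16 other Sprr genes hold 55 counts against 3046 of Sprr1a (1.81%). A response to the loss of PPARα and to CDAHFD stays open as a hypothesis, and a strain or batch difference of the WT chow mice was not tested. These genes were picked for this pattern, so it may also be a chance of the selection, although the counts due in WT chow (33.2) are far above 3.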

How the results depend on the processing

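Results were recomputed under the alternatives, with each choice changed alone. Outside the fits that left out a library, 500 values for the comparisons, lists, similarity and distances stayed the same in direction, in side of the threshold and, for counts, within 1.5 times, 25 counts or similarities moved further, 10 values changed direction, 35 lost the threshold and 9 passed it. For single genes and cell type lists these numbers were 3051, 0, 24, 111 and 42. DESeq2's size factors in edgeR left 324 values the same, and with the 20 most counted genes left out all 326 stayed the same. The numbers of genes called in KO chow, WT CDAHFD and KO CDAHFD relative to WT chow stayed within 1.5 times under each alternative except the threshold on size, and the interaction under each of its alternatives, although with library size as the only scaling 86.0% and 88.6% of the genes called in KO chow and WT CDAHFD were higher. Where no cause is named, the cause was not tested.

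With a log2 fold change above 1 in size required, which by construction lowers counts, 3832 genes were called in KO chow, 4616 in WT CDAHFD and 4832 in KO CDAHFD relative to WT chow, 593 between KO CDAHFD and KO chow and 538 between KO chow and WT CDAHFD. DESeq2's Wald test called 1885 genes between KO CDAHFD and KO chow, 244 between KO CDAHFD and WT CDAHFD and 2062 between KO chow and WT CDAHFD. A model over only the groups compared called 581, 154 and 1985 in the same order. Between KO CDAHFD and WT CDAHFD, 215 genes were called with no filter, 39 with at least 10 counts in every library, where fewer genes were tested, and, with alternatives chosen after seeing the data, 170 with the clock score as a covariate and 103 with edgeR's current defaults. The clock score gave 2279 between KO chow and WT CDAHFD.

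The similarity r moved from 0.872 to 0.687 with no filter, 0.762 on average with separate WT chow libraries, 0.893 over genes called in either comparison and 0.83 as a rank correlation. The distance of KO chow to WT CDAHFD and to WT chow libraries was 120 and 188 with no filter, and 62.8 and 111 with at least 10 counts in every library, since the number of genes enters a distance.

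Replicate numbers did not pair the libraries: over 15 pairs of libraries with the same number, the correlation of their deviations from the group means had a mean of 6.58e-04. With the number as a block nonetheless, 640 genes were called between KO CDAHFD and KO chow, the PPARα targets (-0.355) and sterol synthesis (-0.376) in WT CDAHFD were no longer past the threshold, and Cpt1a turned positive in KO chow (0.0234) and WT CDAHFD (0.0906). With the clock score as a covariate, Cpt1a also turned positive in WT CDAHFD (0.0456).

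Library size as the only scaling raised all values by about the shift of all genes. It turned the medians of these lists positive: Figure 3B in KO chow (0.125), WT CDAHFD (0.494) and KO CDAHFD (0.566), the patient signature in WT CDAHFD (0.388) and KO CDAHFD (0.491), with KO chow (0.504) now past the threshold, the PPARα targets in WT CDAHFD (0.158), sterol synthesis in WT CDAHFD (0.134) and KO CDAHFD (0.411), endothelial markers in KO chow (0.286) and KO CDAHFD (0.0273), Kupffer cell markers in WT CDAHFD (0.1) and KO CDAHFD (0.131) and B cell markers in WT CDAHFD (0.225). Of single genes, it turned Chmp2a (0.184), Chmp7 (0.0335), Hdac6 (0.174), Hmgb1 (0.124), Jmjd8 (0.0581), Kdm4b (0.226), Prkaca (0.157), Sirt1 (0.216), Tirap (0.144) and Cpt1a (0.451) positive in WT CDAHFD, Kdm4b (0.054), Sirt2 (0.0838), Scd1 (0.0888) and Cpt1a (0.089) in KO chow, and Cpt1a (0.293) in KO CDAHFD.

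With no filter, Figure 3B in KO CDAHFD had a median of 0.00357, the patient signature in KO chow (0.157) and sterol synthesis in KO CDAHFD (-0.14) passed the threshold. With at least 10 counts in every library, Figure 3B in KO CDAHFD had 0.0123, and the PPARα targets (-0.379) and sterol synthesis (-0.353) in WT CDAHFD were not past the threshold. With lists reduced to called genes, the patient signature in KO chow (0.208) and sterol synthesis in KO CDAHFD (-0.565) passed it, and Kupffer cell markers in KO CDAHFD turned positive (0.22). With fry, Figure 7B passed it in KO chow (0.0264), WT CDAHFD (0.188) and KO CDAHFD (0.117), and the patient signature in KO chow (0.102).

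With a correlation between genes estimated from the data, which widens the test and leaves the medians as they are, these were no longer past the threshold: Figure 2B in KO chow (1.19), WT CDAHFD (1.06) and KO CDAHFD (1.17), Figure 3A in WT CDAHFD (1.29), Figure 5E in KO chow (-1.16) and WT CDAHFD (-0.982), Figure 7A in WT CDAHFD (1.34), and the PPARα targets (-0.497, -0.405 and -0.871), peroxisomal oxidation (-0.874, -0.614 and -1.23), mitochondrial oxidation (-0.564, -0.643 and -0.956), amino acid catabolism (-0.78, -1.11 and -0.976), complex I (-0.425, -0.768 and -0.646), centromere assembly and mitosis (3.85, 3.19 and 3.02) and inflammation (1.73, 1.84 and 1.91) in KO chow, WT CDAHFD and KO CDAHFD, sterol synthesis in KO chow (-0.441) and WT CDAHFD (-0.423) and bile acid synthesis in WT CDAHFD (-1.0), and the transcription factors named in the discussion in WT CDAHFD (1.15) and KO CDAHFD (0.945). Between KO CDAHFD and WT CDAHFD, mitochondrial oxidation (-0.432) and peroxisomal oxidation (-0.327) were not past it.

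Across the fits that each left out a library, and gave a value without a test where KO chow was left with 1, the number of genes called ran from 459 to 1437 between KO CDAHFD and KO chow (459 without KO CDAHFD replicate 1), from 26 to 75 between KO CDAHFD and WT CDAHFD (26 without WT CDAHFD replicate 1 and without KO CDAHFD replicate 2) and from 357 to 1469 between KO chow and WT CDAHFD (357 without WT CDAHFD replicate 1), and r from 0.79 without KO chow replicate 2 to 0.888 without WT chow replicate 1. Medians ran from -0.0937 to 0.00677 for Figure 3B in WT CDAHFD, from -0.0711 to 0.212 and from -0.0185 to 0.225 for Figure 7B in WT CDAHFD and KO CDAHFD, from -0.0261 to 0.226 for the patient signature in KO chow, from -0.479 to -0.282 for the PPARα targets in WT CDAHFD, from -0.993 to -0.179 (without KO chow replicates 1 and 2), from -0.504 to -0.321 and from -0.337 to -0.126 for sterol synthesis in KO chow, WT CDAHFD and KO CDAHFD, from -0.326 to 0.184 for endothelial markers and from -0.081 to 0.956 for B cell markers in KO chow. Cpt1a ran from -0.814 to 0.0614 in KO chow and from -0.21 to 0.0383 in WT CDAHFD, and Scd1 from -0.85 to 0.0872 in KO chow. In these fits 673 values for comparisons and lists and 3009 for single genes and cell type lists stayed the same.

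Depth limits the bounds: where WT chow has at most 3 counts, the folds are lower bounds. KO chow with 2 libraries gives the least precise means.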

Differences from the paper's values

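Ppara relative to WT chow was 0.409 in WT CDAHFD here (SD 0.181), from normalized counts, and the paper's value is about 0.7 in Fig. 1A, read by eye, from qPCR. Of the alternatives set before the data were examined, library size as the only scaling (0.61), the replicate number as a block (0.493) and leaving out WT chow replicate 3 (0.48) gave values that do not differ by the rule applied to all of them. The others, among them DESeq2's size factors and its Wald test (0.42 each), the 20 most counted genes left out, both filters, the model over only the groups compared and leaving out any other library, left it from 0.363 to 0.463. With the clock score as a covariate, chosen after seeing the data, the log2 fold change was -1.02 in place of -1.29. The size of the decrease thus depends in part on the clock genes. In KO CDAHFD the value was 0.213 (SD 0.129), and the paper's value is about 0 in Fig. 1A, read by eye. Reads outside the deleted part of Ppara and from cells other than hepatocytes can be counted here and were not separated. Each of the alternatives set before the data were examined still differs, with values from 0.168 to 0.334.

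The paper states that multiple transcription factors, steroid hormone receptors and epigenetic factors are activated similarly by diet and PPARα knockout, which need not hold for every gene drawn. For all epigenetic factors of Figure 3B the medians were -0.28 in KO chow, -0.06 in WT CDAHFD and -0.06 in KO CDAHFD, and more genes were called lower than higher in KO chow (16 against 11). With library size as the only scaling the medians were 0.125, 0.494 and 0.566, with 25, 37 and 38 of 41 genes higher. With no filter the median in KO CDAHFD was 0.00357, with at least 10 counts in every library 0.0123, and without WT chow replicate 2 the median in WT CDAHFD was 0.00677. In Figure 3A, Ppara, Esrrg, Nr0b2, Thrsp, Nr1i3 and Tbx3 were lower in KO chow and WT CDAHFD.

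The paper states that the MASLD/MASH signature is hyperactivated. The whole signature of Supplementary Table S3 had medians of 0.10 in KO chow, -0.17 in WT CDAHFD and -0.12 in KO CDAHFD. The direction of each gene in the patients was not used here, and any genes lower in patients would pull these medians down. The medians alone therefore cannot decide whether the whole signature changed as in the patients. With library size as the only scaling the medians were 0.504, 0.388 and 0.491. In KO chow it passed the threshold upward with that scaling, with no filter (0.157), with the list reduced to called genes (0.208) and with fry. The reduced list keeps only genes past the threshold in a comparison, which favours a pass. The signature also passed upward in KO chow without WT chow replicate 1 (0.129, camera, adjusted p = 0.0414). Among the genes of Figure 2B, Nnmt was lower in WT CDAHFD and KO CDAHFD, and no alternative changed its direction.

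The paper states that the ferroptosis and pyroptosis signatures are strongly hyperactivated. For pyroptosis (Figure 7B) the medians were 0.03, 0.19 and 0.12 and not past the threshold with camera. With library size as the only scaling 27, 30 and 27 of 35 genes were higher, without passing the threshold, and fry passed it upward in each comparison (adjusted p = 7.23e-05, 3.44e-05 and 1.37e-04). Among the ferroptosis genes of Figure 7A, Acsl1 was lower in KO chow, WT CDAHFD and KO CDAHFD, Gls2, Herpud1 and Got1 in WT CDAHFD and KO CDAHFD, and Lpin1 in KO CDAHFD.

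In Figure 1D, the column that compares WT CDAHFD with WT chow has no mark for the peroxisome and β-oxidation gene sets, read by eye. The list for peroxisomal oxidation had a median of -0.61 there (camera, adjusted p = 1.81e-06), and with an estimated correlation it was not past the threshold (adjusted p = 0.141).

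The paper states that Ppard and Ppargc1b are among the activated genes. Ppard had log2 fold changes of -1.12, -1.25 and -1.14 and Ppargc1b of -0.79, -0.74 and -0.90 in KO chow, WT CDAHFD and KO CDAHFD, and neither was differentially expressed. Without WT chow replicate 1, on which the size of the Ppard decrease largely rests, Ppard had -0.42, -0.54 and -0.42. Both stayed negative under every setting, and where a setting passed the threshold it did so downward: Ppard in WT CDAHFD with no filter and without WT chow replicate 3 or 4, and in KO CDAHFD with no filter and without WT chow replicate 3, and, with the clock score as a covariate, chosen after seeing the values, Ppard in WT CDAHFD and Ppargc1b in KO CDAHFD. Nr4a1 in KO CDAHFD (0.70, adjusted p = 0.0788) passed the threshold with library size as the only scaling (1.30), with no filter (0.757), under DESeq2's Wald test (0.74) and without WT chow replicate 3 (1.04).

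The paper states that CPT1A protein is higher after loss of PPARα. Its RNA, Cpt1a, was not differentially expressed, with log2 fold changes of -0.33 in KO chow, -0.12 in WT CDAHFD and -0.35 in KO CDAHFD. Without KO CDAHFD replicate 3 it passed the threshold downward in KO CDAHFD (-0.762, adjusted p = 0.0395), and also with the clock score as a covariate, chosen after seeing the values (-0.581, adjusted p = 0.00153). It was positive, without passing the threshold, with library size as the only scaling (0.089, 0.451 and 0.293), with the replicate number as a block in KO chow (0.0234) and WT CDAHFD (0.0906), and in WT CDAHFD with the clock score as a covariate (0.0456), which was chosen after seeing the values. Over the fits that each left out a library it ran from -0.814 to 0.0614 in KO chow, from -0.21 to 0.0383 in WT CDAHFD and from -0.762 to -0.129 in KO CDAHFD.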

Other observations

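The tests of the splits, of shared WT chow libraries, cell types, abundant transcripts, GC content, length, depth, time of day, haemoglobin and the male pattern were set before their results were seen. Those of the genotype label, of mixed CDAHFD RNA, of Ppara with the clock score and of the spread of the clock genes were chosen after.

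Other splits of the libraries gave fewer called genes. Of the 35 splits of the WT chow and WT CDAHFD libraries into groups of 4 and 3, 1 gave as many called genes as the real one, which is the real one itself. The next gave 5566 against 8863, and the median of the others was 0. That next split sets WT chow replicate 1 with the WT CDAHFD libraries. For KO CDAHFD against WT chow it was also 1 of 35, with 5795 as the next number against 9091. For KO CDAHFD against WT CDAHFD it was 1 of 10, with 0 in the others against 62, a design that cannot give a share under 0.1, so that the 62 genes and a chance split cannot be told apart by this count. At an unadjusted p under 0.05, 1523 genes differed in that comparison.

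For the similarity between the KO chow and WT CDAHFD changes, r stayed at 0.739 or more with separate WT chow libraries for each comparison. The similarity thus does not rest only on chance values of single WT chow libraries that both comparisons share. A difference common to all WT chow libraries, such as a batch, would stay in both comparisons, so this test cannot exclude it. Within KO CDAHFD, 9091 genes differed from WT chow, 4674 higher and 4417 lower, and 1075 from KO chow. The largest increases against WT chow were Vmn2r3 (at least 389.4-fold), Mmp12 (log2 fold change 10.6, adjusted p = 1.12e-10) and Gpnmb (log2 fold change 11.3, adjusted p = 7.95e-11), and the largest decreases Moxd1 (at least 457.6-fold lower, which rests on WT chow replicate 4, with a log2 fold change of -7.06 without it in place of -10.2), Gtpbp4-ps1 (at least 74.7-fold lower) and Mup15 (log2 fold change -9.66). Other large changes were Sprr1a in KO chow (at least 144-fold higher), Cfap44 in WT CDAHFD (at least 50.1-fold higher), Mup15 in KO chow (at least 9302-fold lower) and WT CDAHFD (log2 fold change -7.75), Mup19 in KO chow (at least 629.2-fold lower) and Mup7 in WT CDAHFD (log2 fold change -7.41).

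Several technical explanations for why KO chow libraries lie nearer WT CDAHFD than WT chow libraries were tested on the number of genes called in KO chow, 6763. Corrected for GC content, 6947 genes were called. Corrected for exon length, 7166 were, and with every library thinned to the lowest total 6601, so these trends do not account for it. With a score of the clock genes as a covariate, 7600 were called, which argues against the time of day. Haemoglobin genes took at most 0.0384% of the counts (Wilson 95% interval 0.0378 to 0.0391, KO chow replicate 1), too little to move other genes. The highest Ppara value in KO chow was 0.402 of the lowest in WT chow (38.7 against 96.2 CPM), which argues against a swapped genotype label there, while the margin on CDAHFD is narrow (51.9 against 59.5 CPM). RNA of CDAHFD livers mixed into KO chow libraries was not ruled out. In KO chow, 89 genes were higher than in each of the other 3 groups. A partial mix would keep such genes, so their number cannot decide this. An effect of the loss of PPARα stays open as a hypothesis. A batch or strain difference of the WT chow group was not tested.

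The lists of Figure 2B and Figure 7A were higher than in WT chow. A lower share of hepatocytes would raise the markers of the other cell types alike. The 13 macrophage markers were each higher in KO chow, WT CDAHFD and KO CDAHFD, with medians of 1.82, 2.44 and 2.31 (camera, adjusted p = 1.85e-12, 1.82e-15 and 9.77e-14), while the 9 endothelial markers had medians of -0.12, -0.73 and -0.59 (adjusted p = 0.682, 0.0761 and 0.126). The difference of the medians was 1.94, 3.17 and 2.90. An exact two-sided permutation test across genes, made on the difference of the means, gave p = 2.01e-06 in each comparison. This is the smallest p that the test can give here, and genes are not independent. A lower hepatocyte share alone thus does not account for these lists. The endothelial medians turned positive with library size as the only scaling in KO chow (0.286) and KO CDAHFD (0.0273), under the shift of all genes. More macrophages, or a change within them, stay open as a candidate explanation. Fewer counts on a few abundant transcripts do not account for the lists either: with the 20 most counted and the Mup genes left out, 41 in all, and library size as the only scaling, the smallest difference between the median of a list and that of all genes was 1.09, while the latter still shifted by 0.38, 0.43 and 0.484. The pyroptosis list of Figure 7B lay 0.0291, 0.232 and 0.171 above all genes there.

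The other marker lists, in KO chow, WT CDAHFD and KO CDAHFD, gave medians of -0.69, -0.97 and -0.97 for hepatocytes (14 genes, adjusted p = 0.00504, 1.42e-05 and 9.54e-06), 0.68, -0.44 and -0.46 for Kupffer cells (7 genes, adjusted p = 0.28, 0.235 and 0.341), 0.98, 0.77 and 0.95 for T and NK cells (10 genes, adjusted p = 0.148, 0.307 and 0.35), 0.58, -0.31 and 0.30 for B cells (6 genes, adjusted p = 0.587, 0.87 and 0.818), 1.89, 1.79 and 2.05 for neutrophils (5 genes, adjusted p = 0.0301, 0.0761 and 0.0671), 0.92, 0.82 and 0.92 for stellate cells (11 genes, adjusted p = 1.73e-04, 0.00215 and 0.00134) and 1.98, 2.16 and 3.07 for cholangiocytes (7 genes, adjusted p = 0.0087, 0.00149 and 1.90e-05). With genes at the limit of 3 counts set to their bounds, the cholangiocyte medians were 1.51, 1.77 and 2.76. With an estimated correlation, of these lists only that of cholangiocytes in KO CDAHFD stayed past the threshold (adjusted p = 0.0264). With fry, hepatocyte, macrophage, T and NK cell, neutrophil, stellate cell and cholangiocyte lists passed it in each comparison. WT chow liver also expresses most of these genes: each of the 13 macrophage, 11 stellate cell, 9 endothelial, 7 Kupffer cell and 6 B cell markers, 14 of 15 hepatocyte, 7 of 11 T and NK cell, 5 of 7 cholangiocyte and 3 of 5 neutrophil markers had more than 3 counts in every WT chow library, and none is held by another list or drawn in the paper's heatmaps.

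Between KO CDAHFD and WT CDAHFD, 62 genes were called, 15 higher and 47 lower, a number that fell to 26 without WT CDAHFD replicate 1. Lists moved more clearly. The PPARα targets had a median of -0.23 (camera, adjusted p = 8.74e-14, with an estimated correlation 0.0337), with 7 genes lower and 16 adjusted over the list alone. Figure 5E had -0.19 (adjusted p = 1.81e-09, with an estimated correlation 0.0337), with 5 lower. Mitochondrial oxidation had -0.43 (adjusted p = 2.95e-20) and peroxisomal oxidation -0.33 (adjusted p = 5.91e-10), neither past the threshold with an estimated correlation. The cholangiocyte markers had 0.91 (adjusted p = 4.73e-06, with an estimated correlation 0.0269), with no gene called and 4 higher adjusted over the list alone. The 24 genes the paper names in its text had -0.22 (adjusted p = 1.98e-04), and 0.63, 0.68 and 0.63 in KO chow, WT CDAHFD and KO CDAHFD relative to WT chow (adjusted p = 0.499, 0.528 and 0.818).

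The Mup genes and Hsd3b5, which male liver expresses more, were lower than in WT chow. Hsd3b5 had 587.3 ± 110.9 CPM in WT chow and 5.48, 2.68 and 2.35 CPM in WT CDAHFD, KO chow and KO CDAHFD. Of 14 male-biased genes, 13 were lower in each comparison, with medians of -2.17, -2.64 and -2.84 in KO chow, WT CDAHFD and KO CDAHFD (camera, adjusted p = 1.95e-11, 1.73e-13 and 3.33e-14). A loss of the male pattern of liver expression predicts that female-biased genes rise. Their median was 2.19 in KO chow (12 genes, adjusted p = 0.014), which fits it, with 6 higher and 1 lower, and 1.71 in KO CDAHFD (adjusted p = 0.0309), with 8 higher and 1 lower. In WT CDAHFD the median was 1.55 with 7 higher and 2 lower, not past the threshold (adjusted p = 0.227, with fry 0.00197), so there a loss of the male pattern cannot be told apart from other changes. Of the 17 female-biased genes given, 8 had more than 3 counts in every WT chow library and 2 are drawn in the paper's heatmaps, among them Cyp3a44 of Figure 5E. The 4 genes of the Y chromosome had medians of -0.44, -0.47 and -0.65 (adjusted p = 0.289, 0.227 and 0.151, with fry 0.0316, 0.0191 and 0.00268), and 2, 3 and 4 of them were called lower. Each had more than 3 counts in every WT chow library, and the paper states that all mice were male. A loss of the male pattern remains a hypothesis, drawn up after the Mup genes and Hsd3b5 had been seen.

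Clock genes differed between libraries of the same group. Dbp had 10, 15, 3908 and 1873 counts in the WT chow libraries, 46 and 1847 in KO chow and 113, 125 and 4906 in KO CDAHFD, against 183, 111 and 74 in WT CDAHFD. In WT chow the highest Dbp CPM was 336 times the lowest, while total counts differed 1.36-fold, so depth does not account for it. Livers taken at different times of day may explain it, which was not tested, since the labels give no time. The evening clock genes had medians of -1.15, -1.91 and -0.25 (adjusted p = 0.34, 0.227 and 0.621) and the morning genes -0.21, -0.30 and -0.96 (adjusted p = 0.526, 0.63 and 0.392) in KO chow, WT CDAHFD and KO CDAHFD, and between KO CDAHFD and WT CDAHFD the evening genes had 1.11 (adjusted p = 0.0179, with fry 0.363). The 4 haemoglobin genes had 0.76, -1.05 and -0.59 (adjusted p = 0.46, 0.227 and 0.489). With the clock score as a covariate, Ppara stayed lower in WT CDAHFD, with a log2 fold change of -1.02 (SE 0.22, adjusted p = 0.00166), which argues against the clock phase as its whole cause. With that covariate Ppara was also lower in KO CDAHFD than in WT CDAHFD (-1.40, adjusted p = 0.0194, against 0.547 without it).

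RNA of genes that the paper measured as protein changed as follows in KO chow, WT CDAHFD and KO CDAHFD. Cyp7b1 had log2 fold changes of -3.47, -3.87 and -4.36 (adjusted p = 7.77e-05, 4.80e-06 and 1.97e-06), the first -4.38 without KO chow replicate 1 and -2.90 without replicate 2. Acsm2 had -2.69, -3.08 and -2.52 (adjusted p = 4.16e-04, 2.57e-05 and 9.93e-05). Slc27a2 had -1.18, -1.09 and -1.57 (adjusted p = 4.97e-04, 1.85e-04 and 9.54e-06). Nfe2l2 had 0.91, 0.80 and 0.60 (adjusted p = 2.57e-04, 1.88e-04 and 0.00144).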
